# Host Gene Expression Profiling and *In Vivo* Cytokine Studies to Characterize the Role of Linezolid and Vancomycin in Methicillin-Resistant *Staphylococcus aureus* (MRSA) Murine Sepsis Model

**DOI:** 10.1371/journal.pone.0060463

**Published:** 2013-04-02

**Authors:** Batu K. Sharma-Kuinkel, Yurong Zhang, Qin Yan, Sun Hee Ahn, Vance G. Fowler

## Abstract

Linezolid (L), a potent antibiotic for Methicillin Resistant *Staphylococcus aureus* (MRSA), inhibits bacterial protein synthesis. By contrast, vancomycin (V) is a cell wall active agent. Here, we used a murine sepsis model to test the hypothesis that L treatment is associated with differences in bacterial and host characteristics as compared to V. Mice were injected with *S. aureus* USA300, and then intravenously treated with 25 mg/kg of either L or V at 2 hours post infection (hpi). *In vivo* alpha-hemolysin production was reduced in both L and V-treated mice compared to untreated mice but the reduction did not reach the statistical significance [*P* = 0.12 for L; *P* = 0.70 for V). PVL was significantly reduced in L-treated mice compared to untreated mice (*P* = 0.02). However the reduction of *in vivo* PVL did not reach the statistical significance in V- treated mice compared to untreated mice (*P* = 0.27). Both antibiotics significantly reduced IL-1β production [*P* = 0.001 for L; *P* = 0.006 for V]. IL-6 was significantly reduced with L but not V antibiotic treatment [*P*<0.001 for L; *P* = 0.11 for V]. Neither treatment significantly reduced production of TNF-α. Whole-blood gene expression profiling showed no significant effect of L and V on uninfected mice. In *S. aureus*-infected mice, L altered the expression of a greater number of genes than V (95 vs. 42; *P* = 0.001). Pathway analysis for the differentially expressed genes identified toll-like receptor signaling pathway to be common to each *S. aureus*-infected comparison. Expression of immunomodulatory genes like *Cxcl9, Cxcl10, Il1r2, Cd14* and *Nfkbia* was different among the treatment groups. Glycerolipid metabolism pathway was uniquely associated with L treatment in *S. aureus* infection. This study demonstrates that, as compared to V, treatment with L is associated with reduced levels of toxin production, differences in host inflammatory response, and distinct host gene expression characteristics in MRSA sepsis.

## Introduction

*Staphylococcus aureus* is a leading cause of nosocomial and community-acquired infections [1], [2]. An emerging body of evidence suggests that specific bacterial toxins are involved in the pathogenesis of a variety of MRSA infections [3]–[6]. For example, alpha-hemolysin is a potent cell lysing agent, thought to induce the production of IL-1β, IL-6, and IL-8, and TNF-α [3]. In addition, the Panton-Valentine Leukocidin (PVL), a phage-associated bicomponent leukocidin, is a well-recognized virulence factor in *S. aureus*. PVL lyses neutrophils and induces the release of proinflammatory cytokines from these cells [7], [8]. Its presence in *S. aureus* has been associated with a number of clinical syndromes, including necrotizing *S. aureus* pneumonia [9]–[12], necrotizing fasciitis [13], osteomyelitis [14], and induces the release of proinflammatory cytokines from neutrophils [7], [8].

Significant evidence suggests that the interruption of bacterial toxin synthesis by protein-synthesis inhibitors may reduce toxin production and potentially improve clinical outcome [15]–[18]. It has been shown that linezolid (L), but not vancomycin (V), is a potent inhibitor of protein synthesis [18]–[20]. Thus, evidence supports the hypothesis that linezolid’s inhibition of bacterial protein synthesis can influence the clinical course of toxin-mediated infections.

In contrast to cell-wall active agents, the majority of which induce bacterial toxin production [18], [21], [22], L specifically down-regulates the production of a variety of virulence toxin genes, including PVL and alpha hemolysin, even in its sub-inhibitory concentrations [20], [22], [23]. These findings suggest that these two classes of antibiotics may have significantly different effects on the expression of bacterial toxin genes. However, despite previous efforts [24]–[26], the full impact of L on the modulation of the host-pathogen interaction in MRSA sepsis is still unknown. The current study is designed to address this gap by simultaneously evaluating the influence of two broadly different classes of antibiotics (L and V) on both the host and the pathogen. Although the host gene expression profiling has been previously used to study the host pathogen interaction in infections [27], [28] and in non-infectious conditions like cancer [29]–[31], none of the studies have used this technique to compare and contrast the effect of antibiotics on host gene expression. In the current study, we test the hypothesis that L treatment elicits a different gene expression profile compared to V treatment in MRSA sepsis. To do this, we evaluated and compared the impact of L and V on both host and pathogen gene expression using a well-characterized strain of CA-MRSA in a murine sepsis model of infection.

## Materials and Methods

### *S. aureus* Strain and Culture

*S. aureus* USA300 was obtained from NARSA (Network on Antimicrobial Resistance in *Staphylococcus aureus*). For preparation of *S. aureus* for injection, an overnight bacterial culture of *S. aureus* was diluted with fresh tryptic soy broth (TSB) (Becton Dickinson, Sparks, MD) and incubated (37°C) with aeration to log-phase growth [optical density at wavelength 600 nm (OD 600) of 1.0] [32]. *S. aureus* was harvested by centrifugation, rinsed, and re-suspended in PBS.

### Antimicrobial Agents

Linezolid was obtained from Pfizer Inc. (Groton, CT). Vancomycin was purchased from Sigma-Aldrich Chemical (St. Louis, MO).

### Animals

A/J mice (Jackson Laboratory, Bar Harbor, Maine), 8 to 10 weeks old and weighing approximately 18 g (16 to 20 g) were used in this study. Mice were housed in sterile microisolator cages (5 per cage) with sterile bedding, feed, and acidified water. All animal experiments were carried out in strict accordance with the recommendations of NIH guidelines, the Animal Welfare Act, and US federal law. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Duke University (IACUC number: #1890907) which has been accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International.

### Inoculum

Mice were challenged with *S. aureus* via intraperitoneal (i.p.) administration with 6×10^6^ CFU/g of *S. aureus* USA300 (0.2 ml), then intravenously injected with 25 mg/kg L or V dissolved in 0.2 ml of pyrogen free distilled water 2 hours post-infection (hpi) [33], [34]. To mimic the natural course of *S. aureus* infection in humans, which typically arises from a primary focus of infection and disseminates to other sites, we employed an i.p. route of infection in our animal model [35]. The 2 hpi time point was chosen to reflect the fact that bacteria are demonstrable in murine bloodstream within 2 hour post i.p. infection [35].

### Quantitative Culture

Blood and kidney samples were obtained from infected mice (n = 5 in each group) 24 hpi, which were serially diluted and plated on TSA agar plates at 37°C to quantify CFU. Kidneys collected from euthanized animals were homogenized in 1X PBS and diluted 10 fold serially. Blood was collected via cardiac puncture. Tissue homogenates and blood were serially 10-fold diluted in sterile 1X PBS. The serial dilutions were plated in Tryptic Soy Agar (TSA) plates and incubated (37°C, overnight) to count the number of colony forming units (CFU) of *S. aureus*. Finally the number of bacteria in blood and kidney were expressed as CFU/ml and CFU/g respectively. Statistical significance of the comparison was tested by using F-test.

### Production of Antibody to PVL

The gene encoding the PVL toxin, *lukF*, was cloned into an overexpression his-tag fusion vector (pET100/D-TOP; Invitrogen Co.), as described elsewhere [36], and purified according to the manufacturer’s instructions. Two rabbits (Rockland Immunochemicals, Inc., PA, USA) were used for antibody production by three times boosting with the LukF recombinant protein mixed in an equal volume of incomplete Freund’s adjuvant 1 week apart. Serum was obtained 45 days after the initial dose. Polyclonal antibody efficiency against PVL has been successfully tested by Western blotting (data not shown).

### Enzyme Linked Immunosorbent Assay (ELISA)

*In vivo* levels of *S. aureus* toxins (alpha-hemolysin and PVL) and cytokines in mouse serum were determined by ELISA. A 96-well plate (BD Falcon, Franklin, NJ) was coated with 10 µg/ml polyclonal antibody against rabbit in 1X PBS overnight at 4°C, after which the wells were washed and blocked with 5% bovine serum albumin in PBS. Serum was added to the wells and incubated at RT for 1 hour. Primary antibodies specific for alpha-hemolysin (Sigma-Aldrich, St. Louis, MO) or PVL (Rockland Immunochemicals, Inc.) were added to the supernatant, followed by anti-rabbit IgG horseradish-peroxidase conjugate (Sigma-Aldrich, St. Louis, MO), 2,2′-azino-bis(3-ethylbenzothiazoline-6-sulfonic acid). After 20 min, absorbance was read at 405 nm. For the measurement of cytokine, serum was separated from blood obtained by intracardiac puncture. Protein concentrations were determined by bicinchoninic acid method kit (Pierce, Rockford, IL). Equal amounts of protein for each sample were used to measure the levels of interleukin-1β, IL-6, and tumor necrosis factor alpha (TNF-α) using ELISA (Duo kit; Invitrogen) following the manufacturer’s instructions. The serum levels of cytokines were expressed as pg/ml of serum. The statistical significance between the experimental groups was studied using unpaired t-test.

### Microarray Using Whole Blood RNAs

Total RNA was prepared from mouse blood using the Mouse RiboPure Blood RNA isolation kit (Ambion, Austin, TX) following the manufacturer’s instruction. Globin mRNA was removed from whole blood RNA samples using the Globinclear kit (Ambion, Austin, TX). A total of 35 samples passed the quality criteria of the Agilent Bioanalyzer and were used for microarray analysis. Since the total RNA yield of many samples was low, one round of linear amplification was performed for all samples using the MessageAmp Premier kit (Ambion, Austin, TX). RNA integrity numbers were calculated for all samples and found to be within tolerance limits. Affymetrix GeneChip® Mouse Genome 430 2.0 Arrays were used (Affymetrix, Santa Clara, CA). The biotin-labeled cDNA was hybridized to the arrays for 16 hours at 45°C following the manufacturer’s instruction. The arrays were then washed and labeled with streptavidinphycoerythrin (strep-PE), and the signal was amplified using biotinylated antistreptavidin followed by another round of staining with strep-PE. Washing and staining were performed on the Affymetrix fluidics station according to the recommended fluidics protocol. Amplification and microarray hybridization were performed at the Duke University Microarray Core. Labeled gene chips were scanned using an Affymetrix Genechip Scanner 7G (Affymetrix, Santa Clara, CA). This array contains 45,101 probe sets to analyze the expression level of over 39,000 transcripts and variants from over 34,000 well characterized mouse genes. The microarray data have been deposited in the NCBI GEO and are accessible through GEO series accession no GSE38531.

### Microarray Data Analysis

Gene expression data were imported into Partek Genomics Suite 6.5 (Partek, St Louis, Mo) as CEL files using default parameters. Raw data were preprocessed, including background correction, normalization, and summarization using robust multiarray average analysis, and expression data were log2 transformed. Differential expression analysis for the whole blood cells was performed using 1-way analysis of variance (either infection status or drug treatment alone). Gene lists were created using a cutoff of *P*<0.05, 2-fold change, although second-level analysis using a false-discovery rate of <0.05, 2-fold change was also performed. Hierarchical clustering (heat map image) was also performed using Partek Genomics suite.

### Pathway Analysis

Pathway analysis for functional annotation of the genes was performed by GATHER KEGG pathway analysis (http://gather.genome.duke.edu/) [37]. The significance of the association between the data set and the KEGG pathway was measured in two ways: 1) Fischer’s exact test to calculate a *P*-value and 2) calculating the ratio of the pathway-associated genes in the experimental data to the total number of genes in that pathway.

## Results

### Effect of Antibiotics on Bacterial Load in Kidney and Blood

To characterize the bacteriological effect of L and V, we measured the tissue burden of *S. aureus* USA300 in A/J mice at 24 hours post-infection (hpi). Compared to untreated mice, bacterial loads in kidney (Figure 1A) and blood (Figure 1B) were significantly reduced in mice treated with either L or V. Bacterial counts were similar from the kidney in L and V-treated mice (19.93 × 10^6^ cfu/gm *vs.* 39.38 × 10^6^ cfu/gm; *P* = 0.394), but significantly lower from blood in V-treated mice (308 × 10^3^ cfu/ml *vs.* 7.778 10^3^ cfu/ml; *P* = 0.0003) (Figure 1).

**Figure 1:**
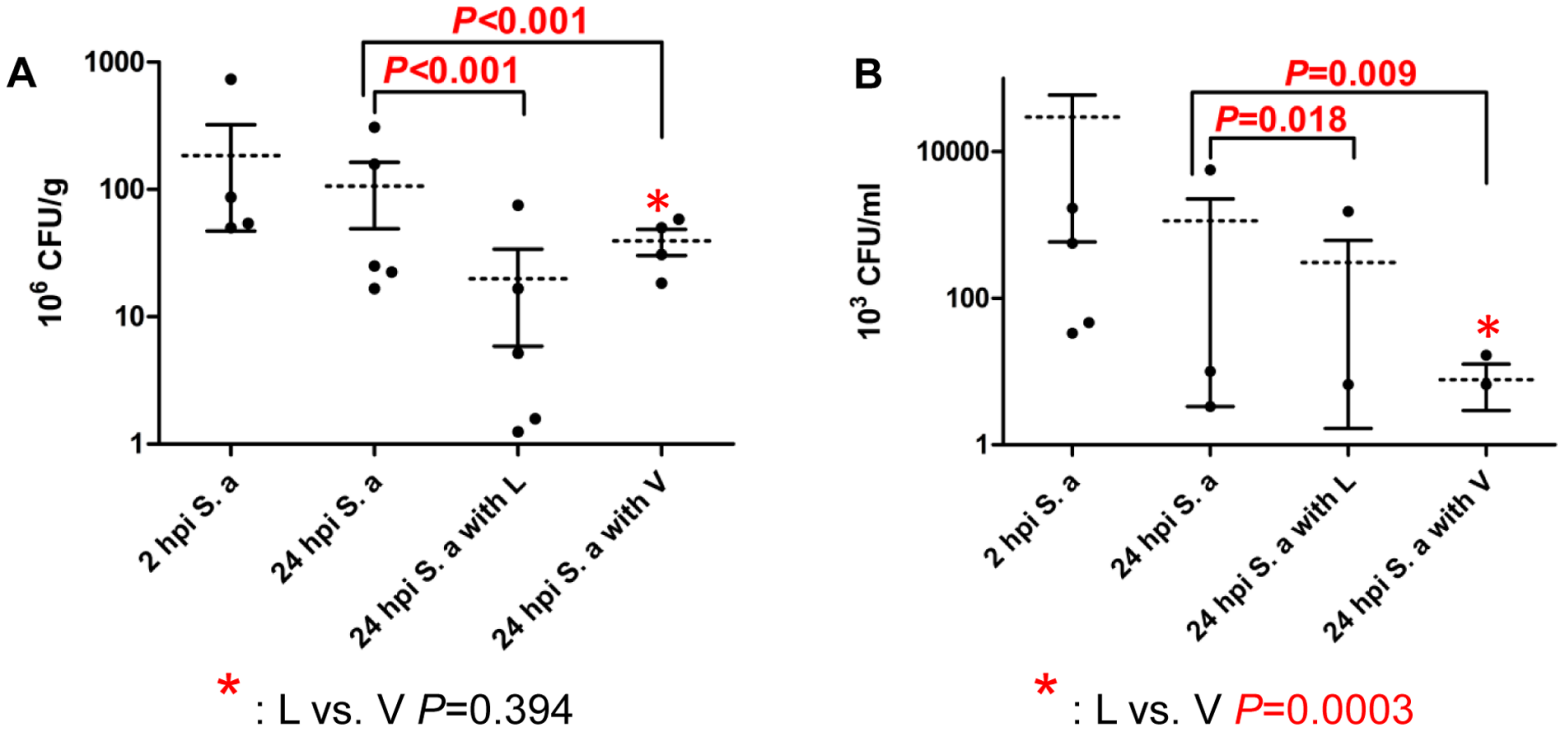
Effect of antibiotics on bacterial load in A/J mice. The bacterial loads in the (A) Kidney and (B) Blood from A/J mice after intraperitoneal infection with *S. aureus* (6×10^6^ CFU/g, strain USA300), and treatment with linezolid (L) or vancomycin (V) (25 mg/kg). Infected mice were sacrificed as follows: 2 hpi *S. aureus*; 24 hpi *S. aureus*; 24 hpi *S. aureus* with linezolid or vancomycin. Each symbol represents one mouse. *P-*values were obtained by F-test. The error bars correspond to the standard error of mean (SEM) and the dashed line correspond to the mean value. Values of *P*<0.05 were considered significant.

### Effect of Antibiotic on *In Vivo S. aureus* Toxins and Cytokines Production in Serum

To study the effect of toxin production suppression in staphylococcal sepsis, we evaluated the effect of L and V on *in vivo* concentration of PVL and alpha-hemolysin in mouse serum. Compared to untreated controls, L but not V was associated with significant reduction in PVL production (*P* = 0.02 in L vs. *P* = 0.27 in V) (Figure 2A). Mice treated with L and V did not differ significantly in reduction of PVL production (*P* = 0.15). Neither L nor V treatment resulted in a statistically significant difference on alpha-hemolysin production compared to the untreated controls (*P* = 0.12 in L and *P* = 0.70 in V). (Figure 2B). Despite the fact that V treatment significantly lowered the bacterial counts in blood compared to L treatment (Figure 1B), the level of both PVL and alpha-hemolysin was higher in V treated serum compared to that of L treated.

**Figure 2:**
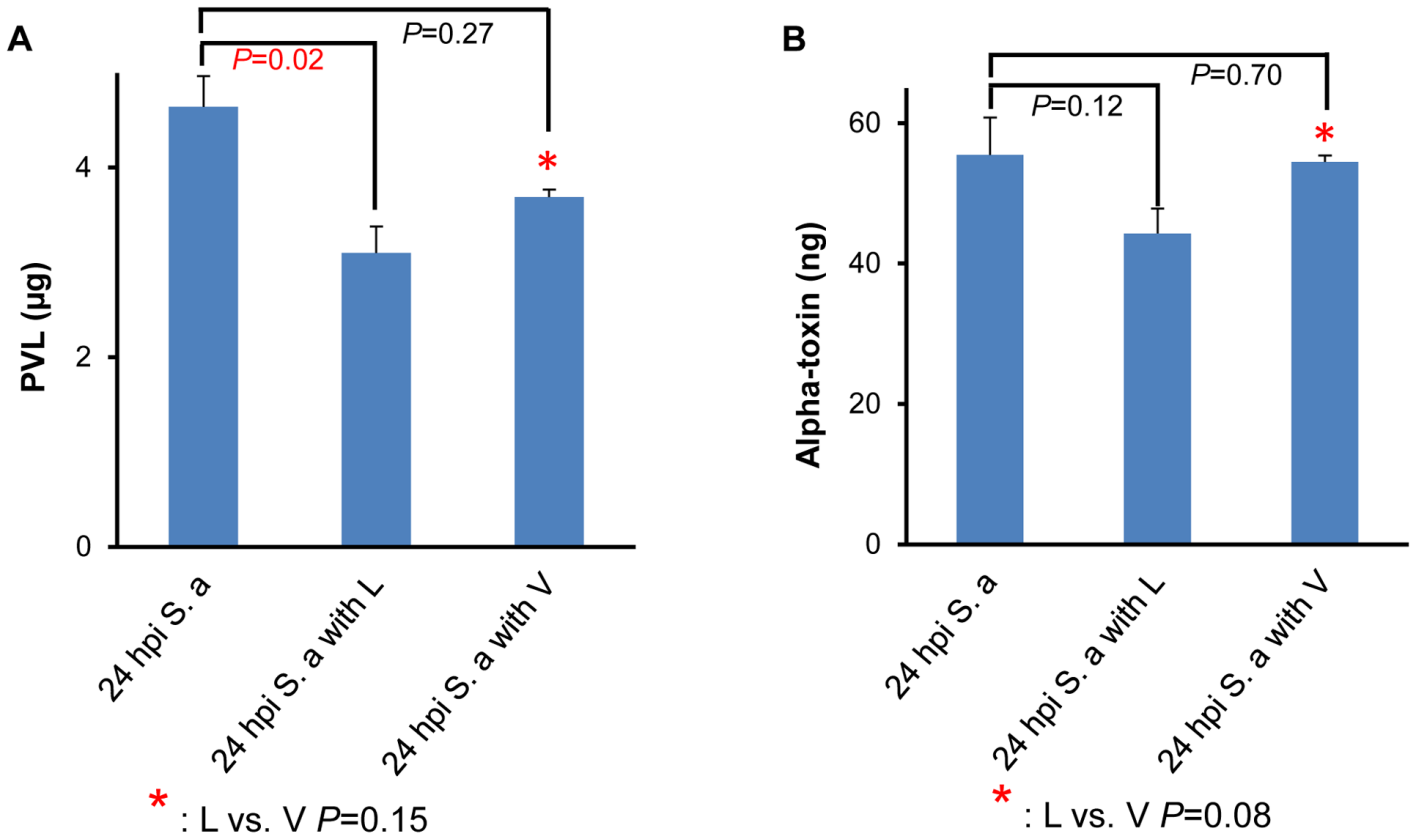
Effect of antibiotics on *in vivo* toxin production. *In vivo* level of (A) Panton Valentine Leukocidin (PVL, µg) (B) and Alpha-toxin (ng) in the serum of A/J mice after 24 h of intraperitoneal (ip) infection with *S. aureus* (6×10^6^ CFU/g, strain USA300), and treatment with linezolid or vancomycin (25 mg/kg) at 2 h was measured using ELISA. *P-*value was obtained by unpaired t-test. The error bar corresponds to the standard error of mean (SEM). Values of *P*<0.05 were considered significant.

To study the relative immunomodulatory effects of L and V treatment, we next measured the cytokine levels in mouse serum at 24 hpi using ELISA. Compared to uninfected controls, cytokine production was significantly increased at 24 hours following *S. aureus* infection compared to uninfected controls (*P*<0.001). Both antibiotics significantly reduced IL-1β production compared to untreated group [*P* = 0.001 in L and *P* = 0.006 in V] and there was no statistically significant difference between the L and V treatment groups (*P* = 0.78) (Figure 3A)]. Although treatment with L, but not V, resulted in a statistically significant reduction of IL-6 as compared to untreated controls [*P*<0.001 in L and *P* = 0.11 in V], the differences in IL6 production between the two treatment groups did not differ significantly (*P* = 0.11) (Figure 3B). Neither L nor V treatment resulted in statistically significant reduction in production of TNF-α (Figure 3C).

**Figure 3:**
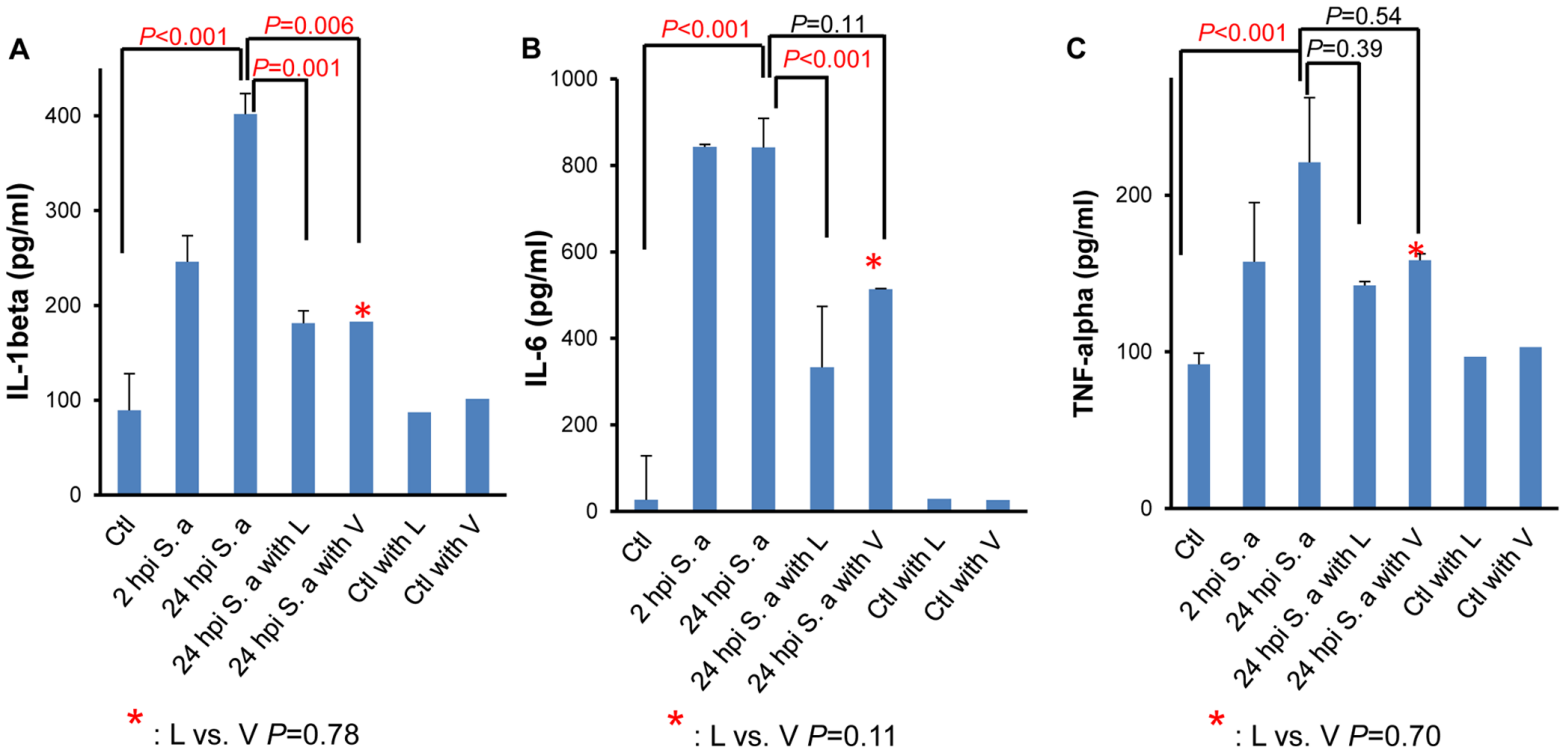
Effect of antibiotics on pro-inflammatory cytokines. Level of (A) IL-1beta (pg/ml), (B) IL-6 (pg/ml), and (C)TNF-alpha (pg/ml) from the serum of A/J mice without infection, with 2 hours post infection (hpi) with *S. aureus* (6×10^6^ CFU/g, strain USA300), and 24 hpi with and without antibiotic treatment as labeled was measured using ELISA. *P-*value was obtained by unpaired t-test. The error bar corresponds to the standard error of mean (SEM). Values of *P*<0.05 were considered significant.

### Effect of Antibiotic on Host Gene Expression Pattern

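Whole-blood RNA of 35 A/J mice, an inbred strain, was hybridized to Affymetrix mouse genome arrays, 1 array per mouse. The 7 groups of 5 mice were Control (no infection, no drug), Control L and Control V (no infection, linezolid or vancomycin), 2 h *S. aureus*, 24 h *S. aureus*, 24 h *S. aureus* L and 24 h *S. aureus* V. Infected mice received USA300, a community-associated methicillin-resistant strain, in the peritoneum, and the treated ones received 25 mg/kg of L, which blocks bacterial protein synthesis, or of V, which blocks cell wall synthesis, into a vein at 2 hpi. The authors removed globin mRNA, applied 1 round of linear amplification and deposited log2 values made by robust multiarray averaging, which corrects background, puts the arrays on 1 distribution and summarizes the probes of each set. These values cover 45101 probe sets and were used as deposited. The median log2 signal of an array lay between 5.51 and 5.66. Correlations across probe sets were 0.968 to 0.996 between arrays of the same group and 0.943 to 0.995 between arrays of different groups, and no 2 arrays held the same values. All 7 groups entered 1 limma fit and so share 1 estimate of the spread between mice, with 28 residual degrees of freedom. A probe set was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold, the second-level cutoff of the methods. Differences are log2 values of the first group named minus the second, and values after ± are SDs over 5 mice. In lists of genes, each gene was read on 1 probe set, and members were called at an adjusted p under 0.05 with no fold threshold. The number of arrays limits the precision, and blood holds several cell types, so a difference can come from the cells present or from their expression.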

To ascertain that the different treatment groups (e.g. uninfected, *S. aureus* infected, *S. aureus* infected with L treatment, and *S. aureus* infected with V treatment) can be separated into several distinct clusters based on their gene expression profiles, we next conducted an unsupervised hierarchical clustering using the gene expression data from 35 microarrays. 

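In hierarchical clustering of the 1000 probe sets with the highest variance, all 15 arrays taken at 24 hpi, treated or not, fell into one of the 2 main branches. The other branch held the 15 arrays of uninfected mice together with the 5 arrays of 2 h *S. aureus*. Compared with infection status, the 2 branches had an adjusted Rand index of 0.496, on a scale where 0 is chance and 1 is a perfect match (permutation test, one-sided, p = 2e-05). At 3 clusters the index for time after infection was 0.823 (permutation test, one-sided, p = 1e-05, the smallest that 100000 permutations can give). The clusters held 18, 15 and 2 arrays, so that 2 of the 2 h arrays stood apart and the other 3 stayed with the uninfected mice. The 2 arrays that stood apart, replicates 2 and 4, had the highest scores for hepatocyte markers of the 2 h mice, 4.61 and 3.32 in mean log2 signal relative to Control. With the distance set to 1 minus Pearson's correlation, both indices were 1. With all probe sets, 1 array split off first and the index for infection status was -0.01. The first principal component of all probe sets held 40.7% of their variance and the second 13.0%. The second followed the hepatocyte score over the 35 arrays (r = 0.927 and rho = 0.843, both in size, permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give).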

As seen in the Figure 4 heat map, distinct clustering is clearly evident based on infection status (Red squares: uninfected, Blue squares: *S. aureus* infected) and the infection time-course [Green squares: 0 hpi, Purple squares: 2 hpi, and Orange squares: 24 hpi (with or without antibiotic treatment)].

**Figure 4:**
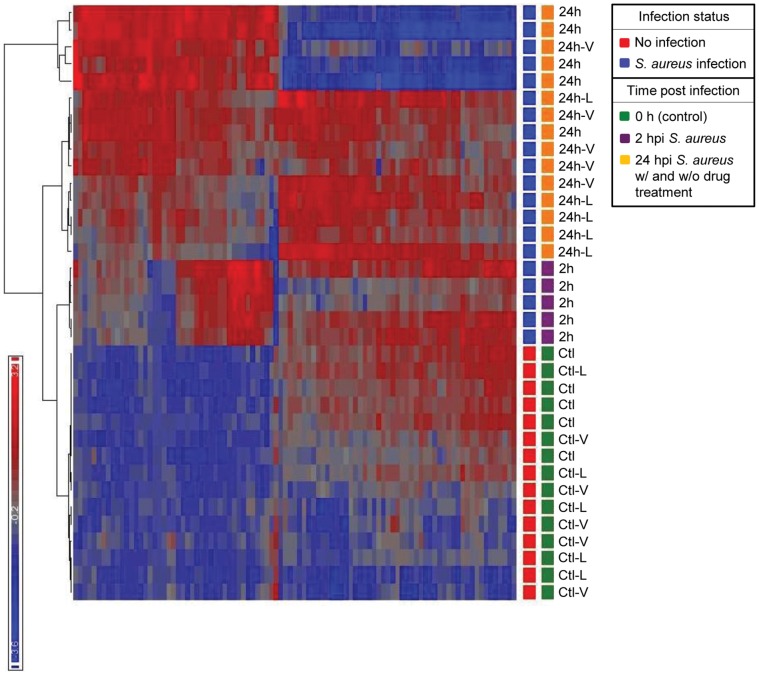
Unsupervised hierarchical clustering analysis of mouse blood microarray data. Each colored row in the heat map represents the gene expression value for a probe and each column represents a sample. The color conventions are as follows: red indicates over-expressed transcripts, blue represents under-expressed transcripts. Time of analysis post-infection are marked as follows: green rectangles indicate 0 hpi, purple rectangles indicate 2 hpi, and orange rectangles indicate 24 hpi (with and without antibiotic treatment).

To address the antibiotic-specific differences in gene expression, we identified the number of genes uniquely expressed in response to *S. aureus* infection, infection with L treatment, and infection with V treatment (Figure 5). When the drug-alone treatment group (L or V) was compared with uninfected/untreated group (controls), only five genes were differentially expressed solely in each group. This finding suggests that treatment with either L or V have a minimal impact on host gene expression itself and each drug shows a unique expression profile without any overlap when administered in an uninfected host (Figure 5A). 

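In uninfected mice, *Rrm2*, which encodes a subunit of ribonucleotide reductase, had a log2 signal of 8.94 ± 0.74 against 7.66 ± 0.52 (n = 5 each) in Control L and Control, and its other listed probe set had 6.99 ± 0.74 against 5.84 ± 0.58. The differences were 1.27 and 1.15. *Cdca5*, which encodes a regulator of sister chromatid cohesion, the histone gene *Hist1h2ad* and *Apol8* differed by 1.21, 1.01 and 1.17 in the same direction. After V, *Chil3*, which encodes a chitinase-like protein of myeloid cells, had 8.77 ± 1.14 against 7.32 ± 0.53 in Control V and Control, a difference of 1.45. *Lrg1*, *Wfdc17* and *Cd302* differed by 1.01, 1.20 and 1.05, and 1 probe set with no single gene name by 1.27. These are all the probe sets past the methods' first cutoff, an unadjusted p under 0.05 from the methods' analysis of variance with 2-fold, 5 for each drug, and they were named after their values were seen. With limma's adjusted p, 0 probe sets passed for either drug, and the lowest adjusted p over all probe sets was 0.459 for L and 0.528 for V. At limma's unadjusted p under 0.05 with 2-fold, 7 passed for L, of which 5 were higher, and 10 for V, all higher. The 5 and 5 probe sets at the methods' first cutoff shared 0, where independent lists of this size would share 0.000554.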

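The widest differences between the 2 drugs in uninfected mice lay in transcripts of hepatocytes. *Alb*, the serum albumin gene, had a log2 signal of 6.32 ± 0.38 in Control L and 11.23 ± 3.24 in Control V (difference -4.91, adjusted p = 0.98 from limma, n = 5 each). *Serpina1c*, which encodes an alpha-1-antitrypsin, had 3.89 ± 0.12 and 9.43 ± 3.61, and *Cyp2c29*, a liver cytochrome P450, 7.60 ± 0.13 and 8.66 ± 1.05. Of 39 measured hepatocyte markers, 0 passed over all probe sets, and 29 were lower in Control L when adjusted over the list alone (limma camera, adjusted p = 0.32 with an estimated correlation). The list was written before the data were examined, but after the fold changes of Table S1 had been seen. It holds genes that Table 1 names for this comparison, such as *Cyp2e1* and *Cyp3a11*. Its count and the permutation test of its score are thus not independent evidence. The mean score of the list was -1.06 ± 0.05 in Control L and 1.26 ± 1.95 in Control V, and all 5 Control L mice lay below all 5 Control V mice (exact permutation test, two-sided, p = 0.00794, the smallest that 5 mice against 5 allow, and 0.167 after adjustment over the 42 lists, which 1 list at this p cannot bring under 0.05). Within Control V, 3 mice had scores above 1, up to 3.54, and the other 2 had -0.51 and -0.91, and 1 untreated Control mouse had 2.14. Between Control L and Control V, 0 probe sets passed limma's adjusted p, 109 passed its unadjusted p with 2-fold, all lower in Control L, and 89 passed the methods' analysis of variance unadjusted. From the 5 genes that each drug changed against Control, the paper proposes that L or V alone has little effect on host gene expression. It also proposes that the profiles of the 2 drugs do not overlap.

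**Figure D1:**
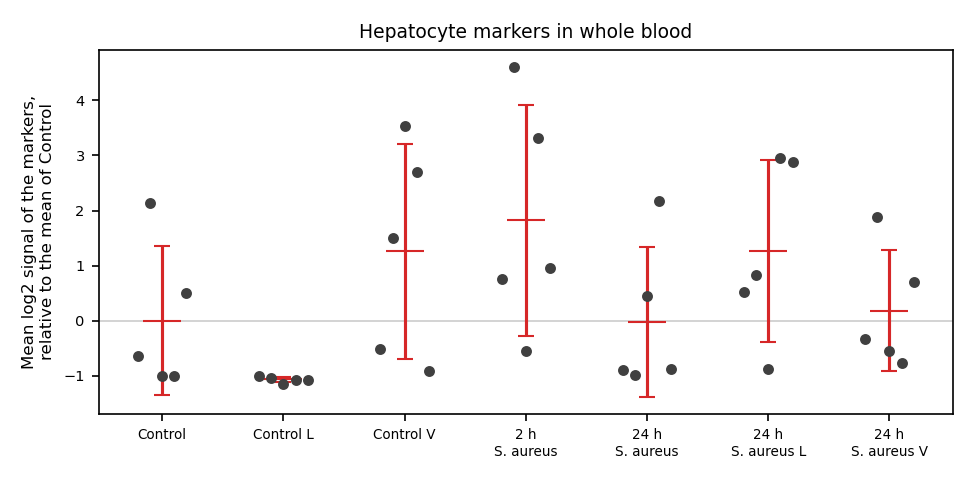
Mean log2 signal of the hepatocyte markers on each array, relative to the mean of Control, by group (each point 1 mouse, n = 5 per group; red lines mean and SD). The Control L mice lie between -1.14 and -0.99, while scores above 1 occur in 10 mice of the other 6 groups, up to 4.61 in a 2 h *S. aureus* mouse.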

Within the *S. aureus*-infected host, L treatment significantly affected more genes (95 genes) compared to V treatment (42 genes) (*P* = 0.0013). 

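Of 27 measured genes of neutrophil granules, 11 were lower and 0 higher in mice given L than in untreated infected mice (17 lower when adjusted over the list alone; camera, adjusted p = 0.21 with an estimated correlation), and 0 passed with V. *Ltf*, which encodes the iron-binding granule protein lactoferrin, had a log2 signal of 9.49 ± 1.52 with L and 11.84 ± 0.69 without (difference -2.34, adjusted p = 0.00382 from limma, n = 5 each). *Camp*, which encodes the antimicrobial peptide cathelicidin, differed by -2.18, *Ngp* by -1.56 and the cystatin gene *Stfa3* by -2.06. The mean score of the list was 1.60 to 2.24 in 4 mice given L but 3.07 in replicate 4, within the 2.79 to 3.29 of untreated mice. Between L and V, 1 of the 27 passed (10 when adjusted over the list alone; adjusted p = 0.23 with an estimated correlation). It was *Stfa3*, at 8.17 ± 1.06 with L and 10.41 ± 0.63 with V (difference -2.23, adjusted p = 0.00983), and the mice of the 2 groups overlapped. *Stfa3* was the only probe set past limma's threshold between the drugs, against 86 at an unadjusted p under 0.05 with 2-fold. The methods' analysis of variance unadjusted gave 85. With only the 2 groups compared in the fit, 0 passed. With 1 array left out, the number ranged from 0 without L replicate 5 to 40 without V replicate 1.
Of 19 glucocorticoid-induced genes, 4 were lower with L (5 when adjusted over the list alone; adjusted p = 0.21 with an estimated correlation), among them *Fkbp5*, which encodes a co-chaperone of the glucocorticoid receptor, at -1.51 on one probe set and flat on another, *Crispld2* at -1.57 and the clock gene *Per1*. With V, 0 of these passed. The mean score of the list was 1.20 ± 0.37 without treatment, 0.75 ± 0.40 with L and 0.86 ± 0.21 with V, so the drugs lay close together.
Of 27 interferon-gamma-induced genes, 6 were lower and 0 higher in mice given V than in untreated mice (23 lower when adjusted over the list alone; adjusted p = 0.17 with an estimated correlation). *Acod1*, which encodes the enzyme that makes itaconate, was at 7.86 ± 1.45 with V and 10.01 ± 1.11 without, and *Cd274*, which encodes PD-L1, at 8.33 ± 0.51 and 9.51 ± 0.53. *Socs1*, a feedback inhibitor of cytokine signaling, and *Tapbp*, which helps load peptide on MHC class I, differed by -1.07 and -0.90. The lowest mean scores of the list with V were those of replicates 2 and 4, -0.39 and -0.11 against 0.53 to 1.32 in the other 3, and these 2 mice also had the lowest monocyte marker scores with V, -0.14 and 0.35 against 1.15 to 1.46. The untreated mice were spread as well, with 0.39, 1.00 and 1.30 in replicates 4, 1 and 3 and 2.14 and 2.46 in replicates 5 and 2. With L, 0 of the 27 passed. Of 29 NF-kB feedback and target genes, 9 were lower with V (20 lower and 1 higher when adjusted over the list alone; adjusted p = 0.11 with an estimated correlation), among them *Tnfaip3* at -0.88, and 4 were lower with L, among them *Ier3* at -1.33 and *Plaur* at -1.02 (7 when adjusted over the list alone; adjusted p = 0.21 with an estimated correlation).
The genes with the widest rises with L whose mice did not overlap were the receptor gene *Calcrl* (1.92, flat on another probe set), the cohesion gene *Esco2* (1.67), *Snx15* (1.57), the spindle gene *Nusap1* (1.18) and *Dnaja4* (1.17), and the widest falls included *AA467197* (-1.65), *Bcl2l15* (-1.57), *Rdh12* (-1.25) and *Cpne2* (-1.22). With V they were *Cul4a* (1.05), which encodes a ubiquitin ligase scaffold, *Cd274* and *Rab20* (-1.17). Of 27 erythroid markers, 7 were higher with each drug (9 with L and 10 with V when adjusted over the list alone; adjusted p = 0.33 and 0.45 with an estimated correlation), such as *Trim10* at 1.01 with L.
In all, 106 probe sets changed with L (55 higher, 51 lower) and 53 with V (19 higher, 34 lower), a difference of 53. Of these, 28 and 6 had no overlap between the 5 mice of each group. Chance gives 0.794% over all probe sets, which is no reference for probe sets already selected by the test. Markers of hepatocytes had a median difference of 1.27 with L and 0.17 with V, and 0 of 39 passed in either. With only the 2 groups compared in the fit, 0 probe sets passed for either drug. Without 24 h *S. aureus* replicates 1 to 5 in turn, L changed 81, 66, 232, 132 and 85 and V 80, 3, 146, 134 and 22. V thus changed more without replicate 4. Without each treated mouse in turn, L changed 66 to 123 and V 7 to 77, the 7 being without V replicate 2. Without the arrays with a hepatocyte score above 1, chosen after seeing the data, L changed 123 and V 4. From the larger number for L and a P of 0.0013, for which it names no test, the paper concludes that L affects significantly more genes of the infected host than V.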

An additional 22 genes were affected by both antibiotics, indicating some overlap in the expression response induced by L or V in *S. aureus*-infected host (Figure 5B). 

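Both drugs lowered *Cd14*, the co-receptor for bacterial products, *Nfkbia*, which encodes the NF-kB inhibitor IkB-alpha, *Trem1*, a receptor of neutrophils and monocytes, *Ier3* and *Schip1*; *Trem1*, *Schip1*, *Spna1* and *Xpo7* were named after their values were seen. Both raised the red cell membrane genes *Epb42* (by 1.36 with L and 1.40 with V), *Spna1* and *Add2*, the nuclear export gene *Xpo7*, the cell division genes *Nusap1* and *Esco2*, the latter by 1.17 with V, and *Calcrl*, by 1.39 with V. These belong to 24 probe sets past the threshold with both drugs, 19 higher and 5 lower, and none was changed in opposite directions. They make up 22.6% of the 106 changed with L and 45.3% of the 53 changed with V. Independent lists of these sizes would share 0.0232 higher and 0.0384 lower. Both comparisons use the same 5 arrays of untreated 24 h *S. aureus*, which alone can make lists overlap. In 100 simulations of unchanged groups against these shared arrays, the overlap was 0 at the adjusted p, and at an unadjusted p the mean was 4.34 and the highest 104, against 29 observed. The covariance of the log2 changes was 0.0285, against a mean of 0.0106 in the simulations, a difference of 0.0180, and it lay within their range, which reached 0.0307. When the untreated arrays were divided so that each drug was compared with different ones, the mean overlap over 20 fits was 3.1 (0 to 20), against 89.55 when both drugs used the same part, and 1 of the 2 lists or both were empty in 8 and 5 of these fits. Neither value gives the overlap that the drugs alone would cause. With only the groups compared in the fit or without 24 h *S. aureus* replicate 2, the overlap was 0, and without replicate 3 it was 95.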

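At 24 hpi, transcripts of neutrophils were higher in blood than in uninfected mice and those of lymphocytes lower. *Lcn2*, an iron-sequestering granule protein gene, had a log2 signal of 13.76 ± 0.28 at 24 h and 7.26 ± 0.48 in Control (difference 6.50, adjusted p = 2.25e-17 from limma, n = 5 each). *Ngp*, *Saa3*, *Prok2*, *AA467197*, *Olfm4* and *Ltf* rose by 6.11, 5.60, 5.48, 5.44, 5.29 and 5.23. Of 27 granule genes, 23 were higher (24 when adjusted over the list alone), and of 16 other neutrophil markers, 15 (15 when adjusted over the list alone), among them *Fpr2*, a chemotactic receptor gene, at 4.00 and *S100a9* at 2.09. Both lists kept camera's call with an estimated correlation (adjusted p = 0.012 and 0.032).
Of 23 B cell markers, 22 were lower (22 when adjusted over the list alone; adjusted p = 0.032 with an estimated correlation), with *Fcer2a*, which encodes CD23, at 6.70 ± 0.92 against 10.53 ± 0.38, and *Ms4a1*, which encodes CD20, *Cd79b*, *Fcmr* and *Cr2* at -3.14, -2.93, -3.63 and -2.80. Of 23 T cell markers, 21 were lower (21 when adjusted over the list alone; adjusted p = 0.059 with an estimated correlation), such as *Cd8b1* at -2.55 and *Cd5* at -2.38. All 10 measured MHC class II genes were lower (10 when adjusted over the list alone; adjusted p = 0.073 with an estimated correlation), including *H2-Ob* at -3.70, *H2-DMb2* at -3.02 and their transactivator *Ciita* at -1.99, which was flat on another probe set. The immunoglobulin segment *Ighv14-2* and the kinase gene *Srpk3* were also among the widest falls, at -3.76 and -3.23.
Of 38 type I interferon-stimulated genes, 32 were higher and 0 lower (33 when adjusted over the list alone; adjusted p = 0.21 with an estimated correlation), such as *Zbp1*, a sensor of nucleic acids, at 2.78, *Parp12* at 3.32 and *Oas2* at 2.51. Of 22 glycolysis and hypoxia genes, 18 were higher (20 when adjusted over the list alone; adjusted p = 0.032 with an estimated correlation), such as *Pgk1* at 1.14 and *Pkm* at 1.33. Hepatocyte markers had a median difference of -0.14 at 24 h, with 0 of 39 past the test.
At 24 hpi 1734 probe sets had changed, 963 higher and 771 lower, and at 2 hpi 633, 422 higher and 211 lower. In 1559 and 617 of them the 5 mice of each group did not overlap. The share that chance gives, 0.794%, is for all probe sets and not for those already past the test.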

A comparison of *S. aureus* infection dynamics shows a considerably higher number of genes differentially expressed at 24 hpi compared to 2 hpi (1691 at 24 hpi vs. 599 at 2 hpi). 

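At 2 hpi, neutrophil markers, NF-kB target genes and glucocorticoid-induced genes were higher than in Control. *Mmp8*, the neutrophil collagenase gene, had a log2 signal of 12.46 ± 0.32 at 2 h and 7.95 ± 0.22 in Control (difference 4.51, adjusted p = 1.97e-13 from limma, n = 5 each). The neutrophil chemokine gene *Cxcl2* rose by 3.74, *Crispld2* by 3.54, *Wfdc21* by 3.33, *Jdp2*, a transcription factor gene, by 3.24 (flat on another probe set) and *Ptgs2*, which encodes cyclooxygenase-2, by 2.51. Of 16 neutrophil markers, 15 were higher at 2 h (16 when adjusted over the list alone; camera, adjusted p = 0.023 with an estimated correlation). Of 29 NF-kB feedback and target genes, 18 were higher (20 when adjusted over the list alone; adjusted p = 0.041 with an estimated correlation), such as *Ier3* at 3.07, and of 22 immediate-early genes, 12 were higher and 1 lower (13 and 1 when adjusted over the list alone; adjusted p = 0.051 with an estimated correlation), such as *Egr1* at 1.54. Of 19 glucocorticoid-induced genes, 11 were higher (13 higher and 1 lower when adjusted over the list alone; adjusted p = 0.024 with an estimated correlation), with *Fkbp5* at 2.61 (flat on another probe set) and *Per1* at 1.58. Of 23 B cell markers, 21 were lower (21 when adjusted over the list alone; adjusted p = 0.041 with an estimated correlation), with *Fcer2a* at -2.23, *Cr2* at -1.93 and *Blk*, a B cell kinase gene, at -1.47. The widest falls also included *Fchsd2* at -2.01, flat on another probe set, and *Cpm* at -1.99. Type I interferon-stimulated genes had a median difference of 0.05 at 2 h, and 0 of 38 passed. Of 39 hepatocyte markers, 2 passed over all probe sets (0 when adjusted over the list alone), with a median difference of 1.70 (adjusted p = 0.52 with an estimated correlation).
Of the 633 probe sets changed at 2 h, 463 had also changed at 24 h in the same direction, 286 higher and 177 lower, or 73.1%, and none had changed in the opposite direction. Independent lists would share 9.01 higher and 3.61 lower. Both comparisons use the same 5 Control arrays, and in 100 simulations of unchanged groups against these arrays the overlap was 0 at the adjusted p. At an unadjusted p the mean was 5.61 and the highest 142, against 470 observed. The covariance of the log2 changes was 0.0990, against a mean of 0.0108 and a highest value of 0.0271 in the simulations, a difference of 0.0883 from the mean. With the Control arrays divided between the 2 comparisons, the mean overlap over 20 divisions was 440.95, or 70.6% of the smaller list, and with the same part for both it was 470.05.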

Around 74% of genes (447 of 599) differentially expressed at 2 hpi were also differentially expressed at 24 hpi (compared to uninfected controls) (Figure 5C). The details of all the genes differentially expressed in each comparison groups are summarized in Supplemental Table S1.

**Figure 5:**
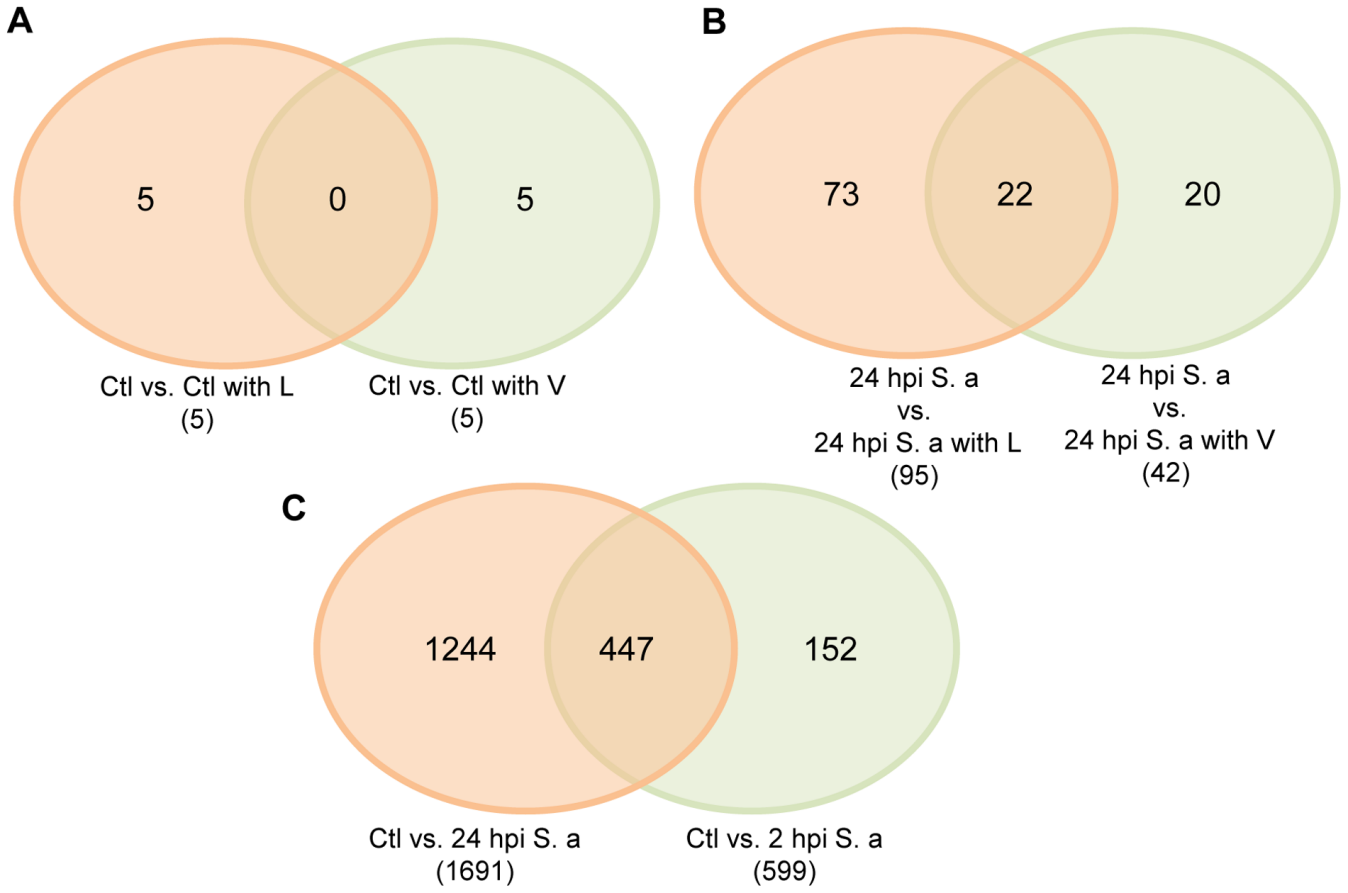
Comparisons of differentially expressed genes in mice with the appropriate treatment. (A) Effect of linezolid and vancomycin on host, (B) Effect of linezolid and vancomycin on host with *S. aureus* infection, and (C) Effect of *S. aureus* infection on host immune response. Venn diagrams indicate the number of genes unique to each comparison pair and the number of genes common to each comparison pair (overlapped).

### Effect of Antibiotic on Pathways of Differentially Expressed Genes

To correlate the significance of differentially expressed genes in terms of its biological relevance, we next studied pathway associations for the differentially expressed genes in each comparison group in mice using Kyoto Encyclopedia of Genes and Genomes (KEGG). 

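Other genes that Table 1 lists for infection had changed at 24 hpi. *Il1rap*, which encodes a subunit of the IL-1 receptor, had a log2 signal of 8.78 ± 0.66 at 24 h *S. aureus* and 6.33 ± 0.13 in Control (difference 2.45, adjusted p = 5.13e-11 from limma, n = 5 each). The chemokine gene *Cxcl2* rose by 4.15, *Csf2rb2*, which encodes a receptor for IL-3, by 2.86, and the cytokine gene *Osm* by 1.02, while the chemokine receptor gene *Ccr6* fell by 2.03 on the log2 scale. Of 35 measured genes that the study lists for cytokine-cytokine receptor interaction, 23 were higher and 11 lower at 24 h (23 and 11 when adjusted over the list alone). Of 4 measured genes listed for the pentose phosphate pathway, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone), with *Pgd* at 1.57, *Tkt* at 1.02 and *Prps2* at -1.21. Of 7 listed for neuroactive ligand-receptor interaction, 4 were higher and 3 lower (4 and 3 when adjusted over the list alone), with the leukotriene receptor gene *Ltb4r1* at 2.25. *Cox7c*, a cytochrome c oxidase gene, fell by 1.19 on the log2 scale on the probe set of Table S1. The study chose these genes on the same samples, so the counts are not independent evidence of their direction.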

Pathways significantly associated with the differentially expressed genes are summarized in Table 1. 

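Most Toll-like receptor genes that the study names rose at 24 hpi. *Tlr4*, the receptor for lipopolysaccharide, had a log2 signal of 8.03 ± 0.45 at 24 h *S. aureus* and 4.78 ± 0.31 in Control (difference 3.25, adjusted p = 4.11e-13 from limma, n = 5 each). *Tlr2*, the receptor for bacterial lipopeptides, rose by 2.23, the adaptor genes *Myd88* and *Tirap* by 1.51 and 1.72, the accessory genes *Ly96* and *Lbp* by 1.12 and 1.72, and the transcription factor gene *Jun* by 1.75. The chemokine genes *Cxcl10*, *Cxcl9* and *Ccl3* rose by 3.57, 2.20 and 1.45. The kinase genes *Ikbkb* and *Atm* fell, by 1.29 and 1.05 on the log2 scale. Of 17 genes of this list measured with a single gene name, 14 were higher and 3 lower at 24 h (14 and 3 when adjusted over the list alone; camera, adjusted p = 0.084 with an estimated correlation). With L, 2 of the 17 were lower than without treatment (7 when adjusted over the list alone; adjusted p = 0.27 with an estimated correlation), *Cd14* and *Nfkbia*. With V, 6 were lower (10 when adjusted over the list alone; adjusted p = 0.11 with an estimated correlation), among them *Cxcl10* at -2.23 (adjusted p = 0.0227), *Tlr4* at -0.94 and *Tlr2* at -0.91. The mean score of the list with V was 0.37 in replicate 2 and 0.76 to 1.06 in the rest, against 1.10 to 2.12 in untreated mice. Replicate 2 also had the lowest monocyte marker score with V, -0.14, and the highest median signal of all arrays, 5.66. Without this mouse V changed 7 probe sets, against 53 with it. Between L and V, 0 of 17 passed (2 when adjusted over the list alone), *Cxcl10* and *Cxcl9* having the smallest p. With only the 2 groups compared in the fit, none of the named differences between treated and untreated mice passed. The study chose these genes on the same samples, so the counts are not independent evidence of their direction.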

Toll-like receptor signaling pathway (*Atm, Ccl3, Cd14, Cxcl10, Cxcl9, Ikbkb, Il6, Jun, Lbp, Ly96, Mapk11, Mapk13, Myd88, Nfkbia, Stat 1, Tirap, Tlr2, and Tlr4*) was the most frequently identified pathway common to all comparison groups studied other than Control L vs. Control V group. 

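Genes of the MAPK list that the study names went both ways at 24 hpi. *Mapk13*, which encodes p38 delta, had a log2 signal of 9.00 ± 1.05 at 24 h *S. aureus* and 6.02 ± 0.31 in Control (difference 2.98, adjusted p = 4.49e-10 from limma, n = 5 each). *Mapk11*, which encodes p38 beta, had 6.11 ± 0.24 and 7.56 ± 0.21 (difference -1.45), and *Prkacb*, a catalytic subunit of protein kinase A, fell by 1.07 on the log2 scale. Both were flat on another probe set. Of 28 genes measured, 14 were higher and 14 lower (14 and 14 when adjusted over the list alone). The inflammatory caspase gene *Casp4*, listed by the study as *Casp11*, rose by 2.53. With L, 3 of the 28 were lower than in untreated mice (5 when adjusted over the list alone; camera, adjusted p = 0.33 with an estimated correlation). They were *Il1r2*, *Cd14* and *Map3k8*, a kinase gene upstream of ERK, which had 7.31 ± 0.38 with L and 8.11 ± 0.43 without (adjusted p = 0.0328). *Dusp1*, a MAPK phosphatase gene, had a difference of -1.06 with L that did not pass (adjusted p = 0.13). The study chose this list too on the same samples, so its counts are not independent evidence of direction. With only the 2 groups compared in the fit, no gene passed with L. The mean score of the list, relative to Control, was 0.47 ± 0.31 without treatment, 0.14 ± 0.14 with L and 0.05 ± 0.22 with V. The mean was thus lower with V as well as with L. The scores of the mice overlapped, at 0.15 to 0.89 without treatment, -0.02 to 0.34 with L and -0.34 to 0.20 with V.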

MAPK signaling pathway (*Casp1, Casp11, Casp3, Casp7, Cd14, Dusp1, Dusp14, Fas, Fgf13, Gadd45g, Gng12, Ikbkb, Il1r2, Jun, Map3k1, Map3k4, Map3k8, Map4k1, Map4k2, Mapk11, Mapk13, Mef2c, Pak1, Ppp3cc, Prkacb, Prkcb1, Rapgef4, Rasgrp1, Rasgrp4, Rps6ka5, Rras2, Tgfbr2, and Tnfrsf1a*) was common between Control vs. 24 h *S. aureus* infection and 24 h *S. aureus* infection vs. 24 h *S. aureus* L comparisons.

**Table 1:** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the differentially expressed genes in each comparison groups.

Comparison groups	Pathways	p-value*	Genes
	mmu04610: Complement and coagulation cascades	<0.0001	*C1qa, C1qb, C1qg, C3, C4, Cfi, Serpina1a, Serpina1b, Serpinc1*
	mmu00361: Gamma-hexachlorocyclohexane degradation	<0.0001	*Cyp2c29, Cyp2d9, Cyp2e1, Cyp3a11, Pon1*
**Control linezolid vs. Control vancomycin**	mmu00271: Methionine metabolism	0.0001	*Bhmt, Cth, Mat1a*
	mmu00071: Fatty acid metabolism	0.0002	*Adh1, Cyp2c29, Cyp2d9, Cyp2e1, Cyp3a11*
	mmu00380: Tryptophan metabolism	0.0008	*Cyp2c29, Cyp2d9, Cyp2e1, Cyp3a11, Tdo2*
	mmu00910: Nitrogen metabolism	0.007	*Car3, Cth*
	mmu00450: Selenoamino acid metabolism	0.01	*Cth, Mat1a*
	mmu00031: Inositol metabolism	0.01	*Aldh6a1*
**24 h ** ***S. aureus*** ** linezolid vs.** **24 h ** ***S. aureus*** ** vancomycin**	mmu04620: Toll-like receptor signaling pathway	0.001	*Cxcl10, Cxcl9, Stat1*
	mmu04060: Cytokine-cytokine receptor interaction	0.01	*Cxcl10, Cxcl9, Il1r2*
	mmu00252: Alanine and aspartate metabolism	0.02	*Ass1*
**24 h ** ***S. aureus*** ** vs. 24 h** ***S. aureus*** ** linezolid**	mmu04620: Toll-like receptor signaling pathway	0.002	*Cd14, Nfkbia*
	mmu00561: Glycerolipid metabolism	0.009	*Lipg*
	mmu04010: MAPK signaling pathway	0.01	*Cd14, Il1r2*
**24 h ** ***S. aureus*** ** vs. 24 h** ***S. aureus*** ** vancomycin**	mmu04620: Toll-like receptor signaling pathway	0.003	*Cxcl10, Nfkbia*
	mmu05040: Huntington’s disease	0.009	*Tgm2*
**Control vs. 24 h ** ***S. aureus***	mmu04060: Cytokine-cytokine receptor interaction	0.0001	*Blr1, Bmp2, Ccl17, Ccl3, Ccr1, Ccr5, Ccr6, Ccr7, Csf2ra, Csf2rb2, Cxcl10, Cxcl2, Cxcl9, Cxcr4, Fas, Ifng, Il13ra1, Il15ra, Il18rap, Il1r2, Il1rap, Il28ra, Il6, Il7r, Il8rb, Kit, Ltb, Ltbr, Met, Osm, Tgfbr2, Tnfrsf13b, Tnfrsf13c, Tnfrsf1a, Tnfrsf5, Tnfrsf7*
	mmu04010: MAPK signaling pathway	0.0006	*Casp1, Casp11, Casp3, Casp7, Cd14, Dusp1, Dusp14, Fas, Fgf13, Gadd45g, Gng12, Ikbkb, Il1r2, Jun, Map3k1, Map3k4, Map3k8, Map4k1, Map4k2, Mapk11, Mapk13, Mef2c, Pak1, Ppp3cc, Prkacb, Prkcb1, Rapgef4, Rasgrp1, Rasgrp4, Rps6ka5, Rras2, Tgfbr2, Tnfrsf1a*
	mmu04080: Neuroactive ligand-receptor interaction	0.001	*Calcrl, F2rl1, Fpr1, Gpr35, Ltb4r1, P2ry1, P2ry10, Ptger3, Vipr1*
	mmu04620: Toll-like receptor signaling pathway	0.001	*Atm, Ccl3, Cd14, Cxcl10, Cxcl9, Ikbkb, Il6, Jun, Lbp, Ly96, Mapk11, Mapk13, Myd88, Nfkbia, Tirap, Tlr2, Tlr4*
	mmu00190: Oxidative phosphorylation	0.003	*Cox7c*
	mmu00030: Pentose phosphate pathway	0.01	*G6pd2, G6pdx, Gpi1, Pgd, Prps2, Tkt*

* : p-value is calculated by using Fischer’s exact test calculating the ratio of the pathway-associated genes in the experimental data to the total number of genes in that pathway.

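Interferon-induced genes had higher values in infected mice given L than in those given V, but none passed the test over all probe sets. *Cxcl10*, an interferon-induced T cell chemokine gene, had a log2 signal of 8.51 ± 0.65 with L and 6.25 ± 0.95 with V (difference 2.27, SE 0.52, adjusted p = 0.227 from limma, n = 5 each). *Cxcl9*, a related chemokine gene, had 6.55 ± 0.64 and 4.98 ± 0.54 (difference 1.56, adjusted p = 0.473). For both, every mouse given L lay above every mouse given V, but the study chose both genes on these arrays. *Ifit3*, an antiviral effector gene, differed by 1.87, the guanylate-binding protein gene *Gbp6* by 1.30, *Oasl1* by 1.20 and *Acod1* by 2.02. *Il1r2*, which encodes a decoy receptor for IL-1, had 9.65 ± 0.48 with L and 10.70 ± 0.86 with V (difference -1.04, adjusted p = 0.399). *Ass1*, which encodes argininosuccinate synthase, differed by 1.07 on the probe set listed in Table S1 (adjusted p = 0.565).
Of 38 type I interferon-stimulated genes, 0 passed over all probe sets and 31 were higher with L when adjusted over the list alone (camera, adjusted p = 0.095 with an estimated correlation). Of 27 interferon-gamma-induced genes, 0 passed and 23 were higher when adjusted over the list alone (adjusted p = 0.095 with an estimated correlation). The mean score of the type I list was 1.69 ± 0.17 with L and 0.85 ± 0.56 with V, and all 5 mice given L lay above all 5 given V (exact permutation test, two-sided, p = 0.00794, and 0.333 after adjustment over the 42 lists, which 1 list at this smallest p cannot bring under 0.05). Hepatocyte markers had a median difference of 1.13 between L and V, with 0 of 39 past the test. *Cxcl10* passed with array weights and without 24 h *S. aureus* V replicate 1 (adjusted p = 0.0133 and 0.0359), and its adjusted p was 0.0133 to 0.852 over 17 alternatives.

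**Figure D2:**
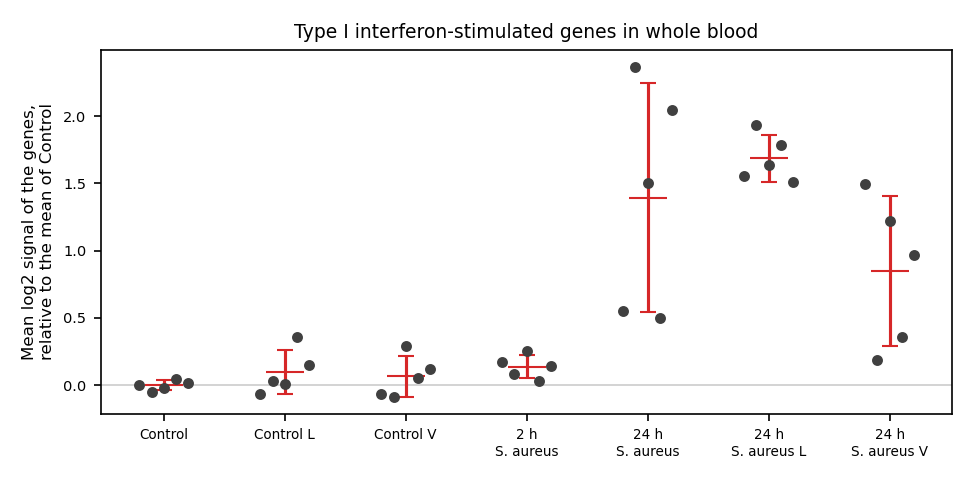
Mean log2 signal of the type I interferon-stimulated genes on each array, relative to the mean of Control, by group (each point 1 mouse, n = 5 per group; red lines mean and SD). The 5 mice given L lie between 1.51 and 1.94, those given V lie below them, down to 0.19, and untreated mice at 24 h lie between 0.50 and 2.37.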

When looked into further details for the genes involved in immune modulation, genes like *Cxcl9, Cxcl10* and *Il1r2* were differentially expressed between 24 h *S. aureus* L vs. 24 h *S. aureus* V. *Cxcl9* and *Cxcl10* were up-regulated in 24 h *S. aureus* L and *Il1r2* was down-regulated. Also *Cd14*, *Nfkbia*, and *Il1r2* were differentially expressed between 24 h *S. aureus* vs. 24 h *S. aureus* L and all three genes were down-regulated in 24 h *S. aureus* L. In addition, *Nfkbia* was down-regulated in 24 h *S. aureus* V with a significantly different expression between 24 h *S. aureus* and 24 h *S. aureus* V (Table 1 and Supplemental Table S1).

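*Cd14* had a log2 signal of 11.44 ± 0.86 in untreated mice at 24 h, 9.95 ± 0.84 with L (difference -1.48, adjusted p = 0.0192 from limma, n = 5 each) and 10.05 ± 0.40 with V (difference -1.39, adjusted p = 0.0333). Among the untreated mice, replicate 3 had 9.94 and the other 4 lay between 11.50 and 11.97. *Nfkbia*, read on the probe set of Table S1, had 10.94 ± 0.52 without treatment, 9.91 ± 0.42 with L (difference -1.03, adjusted p = 0.00581) and 9.85 ± 0.44 with V (difference -1.09, adjusted p = 0.0098). On its brightest probe set the differences were -0.80 and -0.82, past the adjusted p but under 2-fold. *Il1r2* had 11.63 ± 0.58 without treatment and 9.65 ± 0.48 with L (difference -1.97, adjusted p = 0.00112), with no overlap between the mice. With V it differed by -0.93, which did not pass (adjusted p = 0.0847). Between L and V, *Cd14* differed by -0.09 and *Nfkbia* by 0.06 (adjusted p = 0.972 and 0.97). All 3 genes had risen with infection, *Il1r2* and *Cd14* by 4.99 and 4.64 at 24 h against Control and *Nfkbia* by 1.69. With only the 2 groups compared in the fit, none of these differences between treated and untreated mice passed. The adjusted p with L ranged over 17 alternatives from 0.000415 to 0.324 for *Cd14*, from 9.62e-05 to 0.266 for *Nfkbia* and from 4.35e-05 to 0.146 for *Il1r2*.

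**Figure D3:**
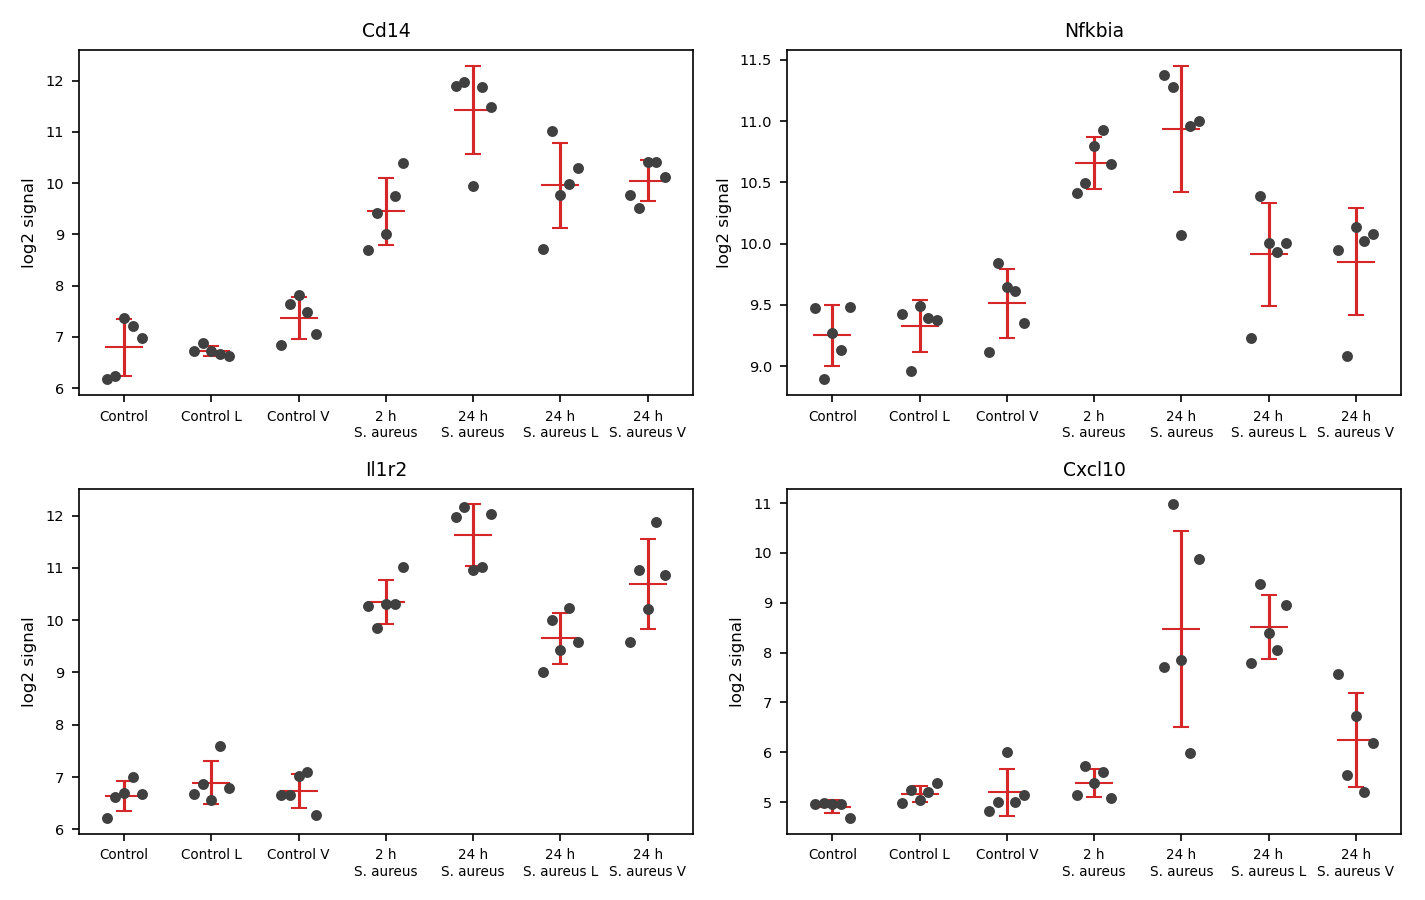
Log2 signal of *Cd14*, *Nfkbia*, *Il1r2* and *Cxcl10* on each array, by group (each point 1 mouse, n = 5 per group; red lines mean and SD; the vertical axes differ and do not start at 0). *Il1r2* with L lies at 9.65 ± 0.48, below all untreated mice at 24 h, while *Cxcl10* without treatment is spread from 5.98 to 10.97.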

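*Lipg*, which encodes endothelial lipase, had the widest rise with infection, with a log2 signal of 11.41 ± 1.01 at 24 h *S. aureus* and 3.64 ± 0.11 in Control (difference 7.77, adjusted p = 1.87e-18 from limma, n = 5 each). With L it had 10.10 ± 0.72 (difference from untreated mice -1.31, adjusted p = 0.0162), and a second probe set gave -1.31 while another probe set was flat. With V it had 10.72 ± 0.41, a difference of -0.69 that did not pass (adjusted p = 0.196). The difference between L and V was -0.62 (adjusted p = 0.678). Of 37 glycerolipid metabolism genes, 2 were lower with L, *Lipg* and the acyltransferase gene *Agpat2* at -0.82 (1 higher and 5 lower when adjusted over the list alone). Camera with an estimated correlation did not call this list with L or with V. With V, 2 were lower, *Agpat5* at -0.60 and *Lipe*, which encodes hormone-sensitive lipase, at -0.54 (2 when adjusted over the list alone), and neither passed on another probe set. *Tgm2*, which encodes tissue transglutaminase, had 8.16 ± 1.05 with V and 9.45 ± 0.34 without on a probe set listed in Table S1 (difference -1.29, adjusted p = 0.0216). Replicates 2 and 4 with V had 6.96 and 7.18, the rest with V had 8.38 to 9.30, and untreated mice had 9.00 to 9.90. With L *Tgm2* differed by -0.17 (adjusted p = 0.872), and between L and V by 1.12 (adjusted p = 0.361). None of these drug effects passed with only the 2 groups in the fit.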

Glycerolipid metabolism pathway was significantly associated with 24 h *S. aureus* infection vs. 24 h *S. aureus* L comparison group while Huntington’s disease pathway was only associated with 24 h *S. aureus* infection vs. 24 h *S. aureus* V comparison. 

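The genes behind the pathways of Control L and Control V are expressed in liver or in macrophages. *Cyp3a11*, a liver cytochrome P450, had a log2 signal of 4.50 ± 0.18 in Control L and 9.34 ± 3.52 in Control V (difference -4.84, SE 1.40, adjusted p = 0.98 from limma, n = 5 each). *Cyp2e1* differed by -3.27, the carbonic anhydrase gene *Car3* by -3.20, the paraoxonase gene *Pon1* by -1.81 and *Bhmt*, an enzyme gene of methionine synthesis, by -1.82. Of the complement genes, *C1qa*, *C1qb* and *C1qc* differed by -1.52, -1.55 and -1.24, and *C3*, named through Table S1, by -1.68. Of 18 measured genes that the study lists for this comparison, 0 passed over all probe sets and 17 were lower in Control L when adjusted over the list alone (camera, adjusted p = 0.26 with an estimated correlation). The study chose them on these samples, so this count is not independent evidence. Of 21 markers of Kupffer cells and other tissue macrophages, 0 passed over all probe sets and 1 when adjusted over the list alone.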

There was no overlap in pathways within the Control L vs. Control V groups. Similarly, comparisons involving *S. aureus* infection (24 h *S. aureus* L vs. 24 h *S. aureus* V, 24 h *S. aureus* vs. 24 h *S. aureus* L, 24 h *S. aureus* vs. 24 h *S. aureus* V and Control vs. 24 h *S. aureus*) also yielded no common gene expression pathways.

## Discussion

Despite several recent studies of antibacterial agents possessing immunomodulatory effects [20], [23], [38]–[45], the precise mechanism and effects of these antibiotics in host gene expression and immunomodulation in MRSA infection is unknown. This present study sought to understand the impact of L on the host-pathogen interaction during MRSA infection in comparison with V. Using a murine model of *S. aureus* infection, we determined that L and V induced differential production of bacterial toxins and host cytokines, differences in host gene expression, and differences in immunomodulators during MRSA bloodstream infection.

Various studies have shown that L suppresses toxin production, whereas the cell wall active antibiotics had either no effect or enhanced the production of extracellular virulence factors [18], [21]–[23], [46]–[48]. For example, Stevens et al [49] showed that L significantly reduced production of TSST even in the setting of high bacterial counts. The results of our *in vivo* study substantiate these previous findings showing more pronounced effect of L in *in vivo* production of PVL and alpha hemolysin compared to V. Collectively, these data provide the evidence that protein-synthesis inhibitors such as L that act on a ribosomal level are more effective toxin suppressors and could be more effective in treating MRSA sepsis.

Antibiotic including L and V are known to have immunomodulatory effects during *S. aureus* infection [20], [23], [38]–[45]. Consistent with previously reported findings [45], [50]–[54], treatment with both L and V reduced proinflammatory cytokine production in the serum of *S. aureus* infected mice, albeit by different mechanisms (Figure 3). Evidence from previous studies suggests that the network of inflammatory cytokines and chemokines play a major role in mediating, amplifying, and perpetuating inflammation [55], [56]. Findings from two recent studies have suggested that PVL treatment of neutrophils results in elevated gene expression and protein production of proinflammatory cytokines including IL-6, IL-8 and TNF-a [7], [8]. It has also been shown that L inhibits MRSA growth and suppresses the production of toxins *in vitro* [18], [19] and potentiates the susceptibility of *S. aureus* to human neutrophils [20]. Thus the pronounced effect of L on mice could be due to its two-pronged effect –1) direct effect of L in protein synthesis of bacterial toxins including PVL; and 2) indirect effect on toxin-mediated cytokine production during *S. aureus* infection. Although the role of PVL in *S. aureus* infections is highly controversial, there is evidence that PVL is associated with severe disease in community acquired pneumonia (CAP) caused by *S. aureus* both in clinical reports [9], [10] and in some [11], [12], but not all [57]–[60], *in vivo* model systems. Taken together, these findings suggest that L’s effect on *S. aureus* infected patients is complex and due at least in part to its effect on both bacterial protein and host cytokine production.

The murine model of host gene expression profiling has been widely used to assess the host pathogen interaction [27], [28] as well as in non-infectious conditions like radiation exposure and breast cancer [29]–[31]. In this study, we have described the drug-specific gene expression profiles in mice by comparing the response of *S. aureus* infection with and without L or V treatment. In consistent with previously reported findings [61], [62], we found that cytokine-cytokine receptor interactions is an important pathway in the murine response to *S. aureus* infection (Table 1). Similar gene expression-based analyses of the human response to bacterial infection have also revealed the importance of cytokine-cytokine receptor interactions; TLR signaling; MAPK signaling; Jak-STAT signaling; focal adhesion; and complement and coagulation cascades [63]–[65], three of which (Cytokine-cytokine receptor interactions, TLR signaling and MAPK signaling) were significantly associated with *S. aureus* infection in this study.

We have noticed that *Nfkbia*, a hallmark of the inflammatory response [66] was down-regulated in both treatment groups (24 h *S. aureus* L and 24 h *S. aureus* V) compared to untreated controls (Table 1 and Supplemental Table S1). This is in agreement with the fact that both L and V treatment reduce inflammation compared to untreated controls. Interestingly, in 24 h *S. aureus* L treatment, *Cxcl9* and *Cxcl10* were up-regulated whereas *Il1r2* was down-regulated compared to 24 h *S. aureus* V. Moreover, *Cd14* and *Il1r2* were down-regulated in 24 h *S. aureus* L compared to untreated controls (Table 1 and Supplemental Table S1).The chemokines CXCL9 and CXCL10 are known to promote protective immune response during infections [67]. Recently, CD14 inhibition is known to efficiently attenuate early inflammatory response in bacterial sepsis [68]. IL1R2 is the well-known receptor of pro-inflammatory cytokines IL-1 alpha and IL-1 beta [69]. Taken together, as additional genes involved in inflammatory cascade (e.g. *Cxcl9*, *Cxcl10, Il1r2* and *Cd14* as discussed above) are differentially expressed with 24 h *S. aureus* L treatment, this could have a significant effect in reducing inflammation by L treatment in comparison to V treatment and untreated controls.

The glycerolipid metabolism pathway was strikingly reported only with L treatment comparison. Recent studies have shown that the disturbances in lipid metabolism, particularly those involving the components of GL/FFA cycling, are strongly associated with diseases related to the metabolic syndrome, inflammation and the pathogenesis of some cancers [70]–[72]. Also, many agents interfering with glycerolipid metabolism have been successfully used as additives or to treat several infections including toxic shock syndrome caused by *S. aureus* [73]–[76]. Thus, the involvement of glycerolipid pathway only with L treatment could have significance with its unique mode of action in treating staphylococcal infections. However, the exact significance of L treatment associated with glycerolipid pathway requires further elucidation.

The current study increases our understanding of the interplay between bacterial virulence and compensatory host response, and the impact of antibiotic treatment on this interplay. The *in vivo* evaluation of bacterial pathogenesis and host response is novel. The findings of this study help to unravel the complex relationship between host and pathogen in MRSA infection. Limitations include the fact that this study looked only at alpha hemolysin and PVL. We also studied only few cytokines based on the reported involvement of L and V on these cytokines [44], [45]. However, several other cytokines, both pro- and anti-inflammatory cytokines, might be associated with blood stream infection and we were not able to include all these cytokines in this study. For example, the serum level of an anti-inflammatory cytokine IL-10 is shown to be associated with mortality in severe sepsis [77] and recently in *S. aureus* bacteremia patients [78]. This warrants for the expansion of the cytokine panel in similar future studies. Based on the fact that the bacteria are demonstrable in murine blood stream within 2 hour post i.p. infection [35], we administered antibiotics 2 hour post infection. However, we recognize the fact that changing the time of introducing the antibiotic therapy could have a significant effect on cytokine and gene expression profile as is shown for its effect in mortality in patients with sepsis by Kumar A et al [79].

In summary, this study has provided the evidence that protein synthesis inhibitors like L could be superior in treating MRSA blood stream infections than the cell wall acting antibiotics. The superiority of protein synthesis inhibitors could be partly attributed to its better effect on lowering down the *in vivo* level of important staphylococcal toxins like alpha hemolysin and PVL as well as to its better immunomodulatory effects.

## Supporting Information

Table S1 **Genes differentially expressed in each comparison.**
(XLSX) Click here for additional data file.

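Table S1 lists, for each comparison, the probe sets past the study's cutoff with their fold change. Its sections for Control L and Control V, 24 h *S. aureus* L and V, L against untreated, and V against untreated hold 89, 85, 95 and 42 probe sets, and their fold changes match those computed here within 5e-05 on the log2 scale. The copy used here holds the first 1682 of the 1691 probe sets of the section for 24 h *S. aureus* and Control, and no section for 2 h was seen. No overlap or enrichment test was run on it. All 95 and all 42 probe sets of the sections for L and V against untreated mice passed limma's adjusted p with 2-fold. Of the 85 between L and V, 1 passed, and of the 89 between Control L and Control V, 0 passed limma's adjusted p, while 89 of 89 and 85 of 85 passed the methods' analysis of variance with an unadjusted p. The genes of the sections for Control L and Control V are lower in Control L in 89 of 89 cases, and those for L and V are higher with L in 70 and lower in 15.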

How the deposited data were processed for this re-analysis (not part of the article)

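Whole-blood gene expression was measured in 35 A/J mice, 7 groups of 5, on Affymetrix mouse genome arrays, 1 array per mouse. The groups were taken from the sample labels and the paper's methods. The authors processed the scans in Partek Genomics Suite 6.5 by robust multiarray averaging and deposited log2 values; the submitters' processing notes also name Affymetrix Expression Console. Before labelling, globin mRNA was removed and all RNA was amplified linearly. No detection calls, scan dates or batch labels were used here, so no batch was tested.

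The deposited log2 values of all 45101 probe sets, 64 control probe sets among them, were used with no further scaling or filter. Array medians lay between 5.51 and 5.66, with a middle value of 5.58. The difference between 3′ and 5′ control probe sets lay between -0.01 and 0.30 for Gapdh and between 0.21 and 0.63 for actin. Arrays carry no depth as reads do, and their number limits the precision. A gene name came from the platform annotation, which names 1 gene for 34958 probe sets, several for 932 and none for 9211; the 18193 genes were read on the probe set with the highest mean over all arrays. C3 was named through Table S1 of the paper. Some genes that the rule below selects are not reported here.

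Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in 1 fit of 7 groups, with Benjamini-Hochberg adjustment over all probe sets. A probe set counted as changed at an adjusted p under 0.05 and a change of at least 2-fold. The paper's methods use 1-way analysis of variance with P under 0.05 and 2-fold, and a second level with a false-discovery rate under 0.05 and 2-fold; both were run as alternatives on the same values. The difference between a drug's effect in infected and in uninfected mice was tested as an interaction in the same fit. For lists of genes, 42 were written before the data were examined, 36 of own choice and 6 that the study names; limma's camera was run with its preset correlation and with a correlation estimated per list. With an estimated correlation, camera called 6 lists at 24 h and 8 at 2 h against Control and none in the other comparisons. List scores, the mean over members of the log2 signal minus its Control mean, were compared by exact permutation tests, two-sided, with 0.00794 as the smallest p for 5 mice against 5. Adjusted Rand indices of clusters, the correlation of principal components with the hepatocyte score and that of same-numbered arrays were tested with 100000 permutations, the latter 2 after seeing the data. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 drew the plots.

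Genes were named by a rule written in advance: those the paper's results or Table 1 name for a comparison, on the probe set of Table S1; the 8 widest rises and the 8 widest falls among genes past the threshold whose mice do not overlap; up to 4 members with the smallest p of each list described; and Il1b, Il6, Tnf, Il10, Lipg, Tgm2 and Ass1. The fold changes of Table S1 had been seen when the lists and this rule were written. Genes outside the rule are said to be named after their values were seen.

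The fit was tested on simulated data for 24 h S. aureus L against 24 h S. aureus over 45101 probe sets, with 50 changed probe sets of each size. Of those changed by 1 on the log2 scale, 98% passed the adjusted p and 48% also the 2-fold threshold; for 1.5, 98% passed both, and for 2 and 3, 100%. Of 206 calls at the adjusted p, 8 were false, and 0 false calls passed 2-fold. These shares hold for the simulated data only. Other divisions of the real arrays gave up to 85 changed probe sets for this comparison. The simulation thus does not give the share of false calls in the real data.

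The alternatives set before the data were examined were the 2 cutoffs of the methods' analysis of variance, limma with an unadjusted p, only the groups compared in the fit, array weights, subtraction of each array's median, a filter on dim probe sets, 1 probe set per gene, the hepatocyte score as a covariate, the replicate number as a block, and each array left out in turn; clustering was repeated with other distances, linkage and probe sets. An analysis of variance with an adjusted p under 0.01 and the omission of arrays with a hepatocyte score above 1 were added after seeing the data. The KEGG pathway analysis was not repeated, since the pathway lists are not used here. Bacterial counts, toxins and serum cytokines were not analysed here.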

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

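Other divisions of the same arrays, the covariates for interferon genes and the division of untreated arrays were planned; the 3 tests of the hepatocyte transcripts and the adjusted p for the antibiotic were chosen after the result was seen.

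Hepatocyte transcripts differed between blood samples of the same group. The Alb signal ranged from 5.62 to 14.48 over the 35 arrays, and the other abundant liver transcripts moved with it, such as Serpina1c from 3.70 to 13.63. Across the markers the median pairwise correlation of deviations from group means was 0.892, as hepatocyte RNA in the sample would need, and the paper's methods state that blood was drawn by cardiac puncture for cultures. Scores above 1 occurred in 6 arrays of mice not given V and in 4 arrays of uninfected mice, so neither V nor infection is needed for them, a count made after the scores were seen that does not rule out a part for either. How such RNA may have entered the blood, by sampling or by liver injury, was not tested.

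The mean log2 signal of type I interferon-stimulated genes was 0.838 higher with L than with V in infected mice, while 0 of 38 passed over all probe sets (camera, adjusted p = 0.095 with an estimated correlation). With the hepatocyte score as a covariate the difference was 0.909 (95% interval 0.383 to 1.43), 1.08 times that without it, and with the monocyte score it was 0.692 (0.275 to 1.11), 0.825 times. Neither value accounts for the whole difference, but the intervals leave part of it open. The paper reports significantly fewer bacteria in blood with V than with L. Those counts were not set against the interferon scores, so a difference in bacterial load was not separated from the antibiotic. All 5 mice given L lay above all 5 given V, but the adjusted p of 0.333 from the exact permutation test does not decide for or against the antibiotic, since with 5 mice against 5 a single list cannot pass after adjustment over 42. The scores of untreated mice at 24 h, 0.50 to 2.37, cover all 5 mice given L and 3 of the 5 given V.

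How much of the overlap of L and V comes from the untreated arrays that both comparisons share was not settled. With separate untreated arrays the mean overlap was 11.4% of the smaller list, 0.171 times the 66.4% with shared ones, leaving out 8 and 5 of 20 fits with an empty list. Over the 7 and 12 fits with at least 10 probe sets in both lists, a limit chosen after seeing the values, it was 15.9% against 58.0%. Other divisions of the arrays gave at most 1 shared probe set, against 24 for the real groups, as large in 1 of 100 divisions with the real one included. The division into parts cannot decide, since a part that gives many calls can leave one that gives few. In division 1, L and V changed 388 and 337 against one part and 0 and 0 against the other. The mean covariance of the log2 changes was 0.0114 with separate arrays, negative in some fits, and 0.0471 with shared ones. A response common to both drugs was not excluded.

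For comparisons of 2 groups, 100 of 126 possible divisions of the mice were used, and the shares were not adjusted over the patterns. The divisions argue against chance, without excluding it, where no other division reached the real number. This held for 24 h S. aureus against Control (1734, highest other 938) and 2 h S. aureus against Control (633, highest other 372). It also held for 24 h against 2 h (769, highest other 321) and L against untreated (106, highest other 85). The overlap of 2 h and 24 h (463, highest other 11) was a further case. Each was as large in 1 of 100 divisions with the real one included. Other divisions reached the real number for V against untreated (53, highest other 254, 10 of 100). The same was true for L against V (1, highest other 27, 5 of 100, and 86 at an unadjusted p, highest other 123, 11 of 100). It was also true for the larger number with L than with V (53, highest other 103, 30 of 100). For Control L and Control V against Control (0 and 0, highest others 1 and 3) and Control L against Control V (0, highest other 0), a real number of 0 makes every division as large, 100 of 100, so the divisions decide nothing. The 109 at an unadjusted p between Control L and Control V was reached in 2 of 100, highest other 109. A division that calls several times the real number, as for V against untreated, points to a structure of the samples that the groups do not name; it was not tested, and single mice could give it.

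In the 7-group fit, the drugs' effects differed between infected and uninfected mice for 116 probe sets with L (highest other division 62, 1 of 100) and 206 with V (highest other 295, 2 of 100), and for 9 and 50 with only the groups compared in the fit, 15 and 0 without the arrays with hepatocyte signal, and 0 and 3 by the analysis of variance at an adjusted p under 0.01. Control L and Control V are labelled 0 h, and no dose or time of their drug is given. The infected treated mice were sampled at 24 hpi after 25 mg/kg at 2 hpi. The interaction counts thus do not separate infection from time since the drug or from dose. The paper sets the numbers at 2 h and 24 h against Control side by side. In the direct comparison of 24 h with 2 h 769 probe sets differed. Outside the genes the paper discusses, 32 type I interferon-stimulated genes and 23 neutrophil granule genes were higher (camera, adjusted p = 0.21 and 0.012 with an estimated correlation) and 22 B cell and 21 T cell markers were lower (adjusted p = 0.032 and 0.059 with an estimated correlation) at 24 h than in Control.

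Single mice lay far from the other 4 of their group in 7 of 119 groups of values, where chance gives about 5.95, by the gap to the nearest value as a share of the group's range. They were Cd14 in 24 h S. aureus replicate 3 (0.768), Nfkbia in 24 h S. aureus V replicate 2 (0.822), Ass1 in the same mouse on its probe set with the lower signal (0.714), and Cxcl10 in Control replicate 5 (0.887). Control V replicate 3 was high for Cxcl9 (0.828), Cxcl10 (0.729) and the interferon-gamma-induced genes (0.718).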

How the results depend on the processing

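All alternatives were set before the data were examined except the adjusted p under 0.01 and the omission of arrays with hepatocyte signal, and the permutation test of replicate numbers was chosen after seeing the data; the cause of each change was not tested. Values are numbers of changed probe sets. The 1734, 633, 769 and 463 for 24 h against Control, 2 h against Control, 24 h against 2 h and the overlap of 2 h and 24 h stayed within 1.5 times under all alternatives but 1 probe set per gene (953, 382 and 463 for the first 3), and without single arrays they were 1616 to 2071, 556 to 797, 718 to 882 and 414 to 532. Subtracting array medians, the filter on dim probe sets and the hepatocyte covariate moved no count by 1.5 times. Replicate numbers are not given as pairs, and 44 of 105 same-numbered pairs had a correlation above 0.1 (mean 0.0433, against -0.00972 for 420 others; permutation test within groups, two-sided, p = 0.047); 15 of 35 arrays correlated best with their own number, against 7 by chance, a hint of shared structure from the data and not the design; with the replicate block L changed 105 probe sets and V 52, and no count moved by 1.5 times.

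The drug results depend on the setting. With only the groups compared in the fit, L, V, L against V, the overlap and the difference L minus V were 0 and the interactions 9 for L and 50 for V; 58 of 229 named differences lost their call. Array weights gave 35 for V, 9 for L against V and 11 for the overlap. With 1 probe set per gene the values were 62 for L, 32 for V, 2 for L against V and 66 and 113 for the interactions. Limma's unadjusted p gave 7, 10 and 109 for Control L, Control V and between them, 84 for V, 86 for L against V and 281 and 339 for the interactions; the methods' analysis of variance unadjusted gave 5, 5, 89, 82, 85, 270 and 326, and with its adjusted p the interaction for L was 77. At its adjusted p under 0.01, L was 32, V 0, L against V 0, the overlap 0, the difference 32 and the interactions 0 and 3. Without arrays with a hepatocyte score above 1, V was 4, L against V 3, the interactions 15 and 0, the overlap 0 and the difference 119.

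Leaving out 1 array also moved these counts. L was 66 without 24 h S. aureus replicate 2 or L replicate 1 and 232 without 24 h S. aureus replicate 3. V was 80, 3, 146, 134 and 22 without 24 h S. aureus replicates 1 to 5 and 7 without V replicate 2. The overlap was 14, 0, 95 and 13 without 24 h S. aureus replicates 1, 2, 3 and 5, and 6 and 40 without V replicates 2 and 4. The difference L minus V was 1, 86 and -2 without 24 h S. aureus replicates 1, 3 and 4, so its sign turned once, 14 and 35 without L replicates 1 and 3, and 30 and 99 without V replicates 1 and 2. L against V was 2, 9 and 0 without L replicates 1, 4 and 5, and 40 and 0 without V replicates 1 and 5. The interaction for L was 76 without Control replicate 3, 58, 70 and 73 without Control L replicates 1, 3 and 4, 63 and 285 without 24 h S. aureus replicates 2 and 3 and 62 without L replicate 1. That for V was 113 without Control replicate 2, 113 and 112 without Control V replicates 2 and 4, 101, 376 and 132 without 24 h S. aureus replicates 2, 3 and 5, and 108 without V replicate 2. Over 2290 named differences with 1 array left out, 132 calls were lost and 22 gained.

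Clustering by infection status gave -0.0143 with all probe sets, where 1 array splits off, and 0.492 to 1 without a replicate; by time it was 0.694 to 1 throughout. On another probe set of the same gene the sign turned, with values near 0, for Ciita (0.011), Mapk11 (0.047) and Prkacb (0.081) at 24 h, for Jdp2 (-0.020), Fchsd2 (0.040) and Fkbp5 (-0.018) at 2 h, for Calcrl (-0.089), Fkbp5 (0.085) and Lipg (0.089) with L and for Calcrl (-0.044), Agpat5 (0.15) and Lipe (0.18) with V. Besides these 12 reversals, 33 of 186 named differences lost their call on another probe set. Without the arrays with a hepatocyte score above 1, 33 of 229 lost their call and 1 gained it. The hepatocyte list was not tested with its own score as covariate, which would be circular. Dim probe sets limit what the arrays can show, as no detection call separates them from background.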

Differences from the paper's values

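The comparisons with the adjusted p under 0.01 were chosen after seeing the values; all others were set before the data were examined.

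For Control L and Control V against Control, the paper's value is 5 for each, with no cutoff named beside it, and the value here is 0 and 0. The methods' analysis of variance with an unadjusted p gave 5 and 5, so it reaches the paper's values; limma's unadjusted p gave 7 for L, within 1.5 times, and 10 for V, which is not. The other alternatives, all with an adjusted p, gave values that differ from 5.

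For Control L against Control V, Table S1 of the paper lists 89 probe sets and the value here is 0. The analysis of variance with an unadjusted p gave 89 and limma's unadjusted p 109, within 1.5 times; all others differ. For 24 h S. aureus L against V, Table S1 lists 85 and the value here is 1. The unadjusted analysis of variance gave 85 and limma's unadjusted p 86; all others differ.

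For the larger number of genes with L than with V, the paper's P is 0.0013, for which it names no test, and the share of divisions of the treated mice with a difference as large was 0.3 here. No alternative gives this measure.

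The paper's counts of 95, 42, 1691, 599, 22, 447 and 74% were within 1.5 times of 106, 53, 1734, 633, 24, 463 and 73.1% here, and the analysis of variance at an adjusted p under 0.05 gave 95 and 42. At an adjusted p under 0.01, chosen after seeing the values, it gave 1691 and 599, and at that cutoff it drops 63 of the 95 and all 42 of the paper's probe sets for L and V. The paper's counts thus match 3 different cutoffs here, an unadjusted p, an adjusted p under 0.05 and one under 0.01. The paper calls the genes shared by both drugs additional to those of each drug, while its Venn diagram in Figure 5B counts them within each.

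The paper states that Cxcl9, Cxcl10 and Il1r2 differ between L and V, with the chemokines higher and Il1r2 lower with L. The directions are the same here (1.56, 2.27 and -1.04), but none passed limma's adjusted p (0.473, 0.227 and 0.399). With the unadjusted p of either tool all 3 passed. Cxcl10 also passed with array weights and, as did Il1r2, without 24 h S. aureus V replicate 1. Of the comparisons of treated with untreated infected mice, Table 1 of the paper lists Cd14 only for L, and it also passed with V here (-1.39, adjusted p = 0.0333).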

Other observations

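No test in this part was chosen after its result was seen, and its genes follow the rule written in advance.

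The mRNAs of the cytokines that the paper measured in serum had their own courses in blood cells. Il1b rose by 1.89 at 2 h against Control (adjusted p = 3.54e-05 from limma, n = 5 each) and was 0.83 at 24 h (adjusted p = 0.0361, under 2-fold). With V it was at 9.18 ± 0.74 against 10.29 ± 0.75 without treatment (-1.11, adjusted p = 0.0413), and with L at 9.87 ± 0.52 (-0.42, adjusted p = 0.599). Replicates 2, 4 and 5 with V had 8.45, 8.54 and 8.99, below the untreated range of 9.29 to 11.31. Replicates 1 and 3 with V had 9.91 and 10.01, within that range. Replicates 2 and 4 also had the lowest monocyte marker scores with V, -0.14 and 0.35. Il6 rose by 1.63 at 2 h and 1.39 at 24 h, and its differences of -0.97 with L and -1.24 with V did not pass (adjusted p = 0.183 and 0.055). At 24 h without treatment, replicates 1 and 4 had 6.76 and 6.47, and the rest had 4.38 to 4.79. Control had 3.75 to 4.37 and Control V 3.81 to 5.40. The mean Il6 rise at 24 h thus came mostly from replicates 1 and 4. Tnf was 0.99 at 24 h and 0.36 at 2 h against Control, and fell with V (-0.61, adjusted p = 0.00778), while its difference with L was -0.20 (adjusted p = 0.451). Between L and V, Il1b, Il6 and Tnf differed by 0.69, 0.27 and 0.41, none past the adjusted p (0.624, 0.896 and 0.364). Il10 was 0.54 at 24 h (adjusted p = 4.18e-04) and -0.06 with V. With only the 2 groups compared in the fit, the calls on Il1b and Tnf with V were lost. These mRNA values say nothing of serum protein.

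Between 2 h and 24 h, 769 probe sets differed, 441 higher and 328 lower at 24 h. Lipg, the endothelial lipase gene, was 7.51 higher at 24 h than at 2 h (adjusted p = 5.21e-18) and had 0.25 at 2 h against Control (adjusted p = 0.685). Ltf, Prok2, Wfdc17, Chil3, Upp1 and Gbp2 were 5.12, 4.98, 4.66, 4.60, 4.57 and 3.73 higher. Ptgs2, Clec7a, Acta2 and Cd83 fell, by 2.31, 2.26, 2.23 and 2.19 on the log2 scale. Of 38 type I interferon-stimulated genes, 31 were higher at 24 h than at 2 h (31 higher and 1 lower when adjusted over the list alone; adjusted p = 0.28 with an estimated correlation), and of 23 T cell markers, 17 were lower (20 when adjusted over the list alone; adjusted p = 0.11 with an estimated correlation). Of 39 hepatocyte markers, 5 were lower at 24 h than at 2 h (14 when adjusted over the list alone), with a median of -1.66. Camera with an estimated correlation did not call this list. The hepatocyte scores at 2 h were 4.61 and 3.32 in replicates 2 and 4 and -0.54 to 0.96 in the rest. Of 43 mitochondrial ribosomal protein genes, 22 were lower at 2 h than in Control (27 when adjusted over the list alone; adjusted p = 0.23 with an estimated correlation), and of 27 cytosolic ones, 21 were lower at 24 h (22 when adjusted over the list alone; adjusted p = 0.22 with an estimated correlation). All 18 megakaryocyte and platelet markers were higher at 24 h (18 when adjusted over the list alone; adjusted p = 0.22 with an estimated correlation), such as Pf4 at 0.49.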
